# Targeting Oncogenic Super Enhancers in *MYC-*Dependent AML Using a Small Molecule Activator of NR4A Nuclear Receptors

**DOI:** 10.1038/s41598-020-59469-3

**Published:** 2020-02-18

**Authors:** S. Greg Call, Ryan P. Duren, Anil K. Panigrahi, Loc Nguyen, Pablo R. Freire, Sandra L. Grimm, Cristian Coarfa, Orla M. Conneely

**Keywords:** Acute myeloid leukaemia, Oncogenes, Cancer epigenetics, Targeted therapies

## Abstract

Epigenetic reprogramming in Acute Myeloid Leukemia (AML) leads to the aberrant activation of super enhancer (SE) landscapes that drive the expression of key oncogenes, including the oncogenic *MYC* pathway. These SEs have been identified as promising therapeutic targets, and have given rise to a new class of drugs, including BET protein inhibitors, which center on targeting SE activity. NR4A nuclear receptors are tumor suppressors of AML that function in part through transcriptional repression of the *MYC*-driven oncogenic program via mechanisms that remain unclear. Here we show that NR4A1, and the NR4A inducing drug dihydroergotamine (DHE), regulate overlapping gene expression programs in AML and repress transcription of a subset of SE-associated leukemic oncogenes, including *MYC*. NR4As interact with an AML-selective SE cluster that governs *MYC* transcription and decommissions its activation status by dismissing essential SE-bound coactivators including BRD4, Mediator and p300, leading to loss of p300-dependent H3K27 acetylation and Pol 2-dependent eRNA transcription. DHE shows similar efficacy to the BET inhibitor JQ1 at repressing SE-dependent *MYC* expression and AML growth in mouse xenografts. Thus, DHE induction of NR4As provides an alternative strategy to BET inhibitors to target *MYC* dependencies via suppression of the AML-selective SE governing *MYC* expression.

## Introduction

Transcriptional regulation of hematopoietic cell development is dependent on the coordination between master transcription factors, transcriptional coregulators, and epigenetic machinery, which work together to influence chromatin accessibility and gene expression^1–3^. Mutations affecting these factors contribute to the aberrant reprogramming of enhancer landscapes, resulting in abnormal enhancer-regulated gene expression, and eventual leukemic transformation^4–10^. Recent findings have highlighted a subset of highly active super-enhancers (SEs) consisting of enhancer clusters spaced over large genomic regions that function cooperatively to maintain robust gene transcription. SEs are distinguished from typical enhancers by exceptionally high enrichment of master transcription factors, transcriptional coactivators, including p300, BRD4 and Mediator, and the active histone mark H3K27Ac^11–14^. Active SEs are also enriched with RNA Pol II, which transcribes enhancer RNAs (eRNAs) that functionally contribute to target gene expression^15–17^. In normal physiology, SEs respond to developmental signaling pathways to maintain the expression of cell identity genes^11,12,18^ and regulate hematopoietic differentiation^19^. SEs are also aberrantly activated in cancer cells, including AML, to promote the expression of oncogenic drivers of malignancy^11,18,20^.

The *c-MYC* proto-oncogene (hereafter referred to as *MYC*) is a common driver of leukemogenicity and AML progression^21^. *MYC* overexpression occurs in a broad range of cytogenetically distinct AMLs and is associated with poor overall survival^22^. *MYC* plays a key role in AML maintenance where it contributes to enhanced RNA biogenesis and translation, cell growth, leukemia stem cell self-renewal, and resistance to chemotherapy^23–27^. Because of the central role of *MYC* as a key oncogenic driver of a spectrum of cytogenetically distinct AMLs, targeting *MYC* is a key objective in the development of new targeted AML therapeutics. To this end, an AML-selective distal super enhancer (SE) thought to govern *MYC* expression was recently described and represents a novel epigenetic vulnerability for the development of therapies targeting *MYC*^5,19,28^. Current strategies have focused primarily on epigenetic drug targeting of chromatin factors required for maintaining SE activation (BRD4, p300, Mediator)^20,28–31^. In contrast, relatively little is known regarding the identity of factors that repress SE activation. Further, because of the global epigenetic effects of chromatin factors on transcriptional regulation, more selective targets are warranted.

Orphan nuclear receptors NR4A1 and NR4A3 are potent functionally-redundant tumor suppressors of AML that are frequently silenced across human AMLs through blockade of transcription elongation^32,33^. Forced expression of NR4A1 represses AML cell viability via inhibition of AML cell proliferation both *in vitro* and *in vivo*, and results in strong suppression of the oncogenic *MYC* pathway in t(8,21) rearranged human AML cells^34^. Using in silico chemical genomics screening, we recently identified the FDA-approved drug dihydroergotamine (DHE) as a small molecule inducer of silenced NR4As, which promotes NR4A-dependent suppression of AML cell proliferation and exhibits antileukemic activity across a subset of cytogenetically distinct human AML cells both *in vitro* and in xenograft models of human AML^33^.

In the current study, we address the global NR4A dependent mechanisms of DHE action in DHE sensitive MLL-rearranged human AML cells. We show that DHE regulates overlapping target genes with NR4A1, including repression of a select group of AML oncogenes, by decommissioning a subset of NR4A-bound SEs, including the *MYC* SE. We show that NR4A1 binds directly to the *MYC* SE where it dismisses essential coactivators, leading to loss of SE functional activity by eliminating Pol II-dependent eRNA transcription and enhancer-promoter looping. Finally, we show that the efficacy of DHE in suppressing SE-dependent expression of *MYC in vitro*, and *MYC*-dependent AML maintenance *in vivo*, is similar to that of BET bromodomain inhibitor JQ1. These data predict that DHE reactivation of NR4A nuclear receptors provides an alternative strategy to BET inhibitors to target *MYC* dependencies in AML cells via suppression of the AML-selective SE governing *MYC* expression.

## Materials and Methods

### Human leukemic cell lines

Human leukemic cell lines (MOLM-14, MV4–11, K562, Kasumi-1) were purchased from ATCC, or obtained from collaborators at Baylor, and validated by the Baylor Tissue Culture Core. Lines were cultured according to the protocols outlined by the ATCC and DSMZ. For cell viability assays, 10^5^ cells were plated at day zero and exposed to treatment for 96 hours. Cell counts were measured every 24 hours using trypan blue staining and a hemacytometer.

### Real-time quantitative polymerase chain reaction (RT-qPCR)

For gene expression measurements, 1 × 10^6^ cells were used for experimental replicates. RNA was extracted from cells using Qiashredder columns and RNeasy kits (Qiagen). Extracted RNA was measured using a BioPhotometer spectrophotometer (Eppendorf). Reverse transcription of RNA molecules was done with a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems), using 1ug RNA input from each sample. Samples were diluted 1:5 with H_2_O and qPCR was prepared using Taqman Gene Expression Master Mix (Applied Biosystems) and run using ABI Step One Plus Sequence Detection System (Applied Biosystems). Taqman probes include NR4A1 (Hs00374230_m1), NR4A3 (Hs00545007_m1), MYC (Hs00153408_m1), BRD4 (Hs04188087_m1), MED1 (Hs01062349_m1), and B2M (Hs00984230_m1). Expression was calculated using ΔΔCt, and samples were normalized to house-keeping gene B2M. Error bars represent standard deviation, and p-values were calculated using two-tailed student’s t-test with statistical significance at p < 0.05.

### ***In vitro*** transcription

*In vitro* transcribed RNA was generated using an mMESSAGE mMACHINE T7 Ultra kit (Thermo Fisher Scientific) with linearized pcDNA3.1 plasmids containing GFP or NR4A1 as template DNA. IVT RNA was polyadenylated using a Poly(A) Tailing Kit (Applied Biosystems), and purified using a MEGA Clearance Kit (Applied Biosystems). Cell lines were combined with IVT RNA at a final concentration of 100 nM in 0.4 cm cuvettes (USA Scientific) and electroporated at 330 V for 5 ms using the GenePulser Xcell electroporation system (Bio-Rad).

### siRNA knockdown

For siRNA knockdown of BRD4 or MED1, MOLM-14 cells were electroporated with 300 nM of siRNA targeting either BRD4 (Dharmacon), MED1 (Dharmacon), or a non-targeting control (Sigma). Electroporation of siRNA was done at −48 hours, and again at −24 hours prior to RNA extraction. 48 hours following initial electroporation, cells were counted and partitioned into experimental replicates for RNA extraction and RT-qPCR.

### Chromatin immunoprecipitation (ChIP)

Cells for ChIP were cross-linked using an 11% formaldehyde solution (50 mM HEPES-KOH pH 7.5, 100 nM NaCl, 1 mM EDTA, 0.5 mM EGTA, 11% formaldehyde) for 10 minutes, followed by quenching with glycine at 125 mM for 5 minutes. Pellets were washed and centrifuged twice at 4 °C, followed by snap freezing in liquid nitrogen. For all buffers involving cell lysis, sonication, IP, or washing, fresh protease and phosphatase inhibitors were included at 1X concentration (Thermo Fischer Scientific). Cell pellets were resuspended in Lysis Buffer 1 (50 mM HEPES-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% Glycerol, 0.5% NP-40, 0.25% Triton X-100) and rotated at 4 °C for 10 minutes, followed by a 5 minute centrifugation at 1400 g. Cell pellet was resuspended in Lysis Buffer 2 (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA), rotated for 10 minutes at 4 °C and centrifuged for 5 minutes at 1400 g. Cell pellet was then resuspended in either Histone Sonication Buffer (10 mM Tris-HCl pH 8.0, 100 mM NaCl, 1 mM EDTA pH 8.0, 0.5 mM EGTA, 0.1% Sodium Deoxycholate, 0.2% SDS), or TF Sonication Buffer (50 mM Tris-HCl pH 7.5, 140 mM NaCl, 1 mM EDTA, 1 mM EGTA, 0.1% SDS, 1% Triton X-100) as appropriate. Sonication was performed with the BioRuptor water bath sonicator (Diagenode) using 30 seconds on/30 seconds off cycles. Cells were sonicated for 30 cycles (30 minutes) and cellular debris was removed via centrifugation. Experimental replicates were then aliquoted for IPs for ChIP, each IP using the lysate from approximately 2.5 × 10^6^ cells. Inputs were pooled among each experimental condition into single inputs and then incubated at 65 °C overnight to reverse the crosslinks. IP aliquots were diluted 1:10 with ChIP dilution buffer (1% Triton X-100, 150 mM NaCl, 2 mM EDTA, 20 mM Tris-HCl pH 8.0) and then incubated overnight with rotation at 4 °C with 2ug of the appropriate antibody. 30 uL magnetic protein g Dynabeads (Thermo Fisher Scientific) were added to each sample and then incubated for 3hrs with rotation at 4 °C. Using a magnetic tube rack (Invitrogen), the supernatant was removed and discarded and magnetic beads were washed 1x with low salt wash buffer (1% Triton X-100, 150 mM NaCl, 2 mM EDTA, 20 mM Tris-HCl pH 8.0), 1x with high salt wash buffer (1% Triton X-100, 500 mM NaCl, 2 mM EDTA, 20 mM Tris-HCl pH 8.0), 1x LiCl wash buffer (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 1 mM EDTA, 10 mM EDTA, 10 mM Tris-HCl pH 8.0), and 3x TE Buffer (2 mM EDTA, 20 mM Tris-HCl pH 8.0). LiCl wash was omitted for IPs using Bethyl antibodies. For each wash, beads were incubated with wash buffer for 5 minutes at 4 °C with rotation. Following the final wash, beads were resuspended in 120 uL freshly-prepared elution buffer (1% SDS, 100 mM NaHCO_3_) and incubated at 65 °C overnight to reverse the crosslinks. Samples were then combined with RNase A (Thermo Fisher) at a final concentration of 0.2 mg/mL and incubated at 37 °C for 2 hours. Following RNase digestion, samples were combined with proteinase K (Sigma Aldrich) at a final concentration of 0.2 mg/mL and incubated at 55 °C for 2 hours. Following proteinase K digestion, inputs and ChIP samples were purified using a PCR Purification Kit (Qiagen) with a final elution of 120 uL. Standard curve for qPCR was made by pooling aliquots of each input and performing 5-fold serial dilutions. Samples were quantified with qPCR using POWERUP SYBR Green Master Mix (Fisher Scientific) and run using ABI Step One Plus Sequence Detection System (Applied Biosystems). ChIP results are represented as percentage of input based on quantity means derived from a standard curve. In the case of histone ChIPs, the enrichment is represented as a value normalized to total histone (H3). Error bars represent standard deviation, and p-values were calculated using two-tailed student’s t-test with statistical significance at p < 0.05. Primer sequences for ChIP experiments are indicated in Supplemental Table: ChIP-qPCR Primer Sequences. ChIP antibodies include RNA Pol II CTD (Abcam), Pol II Phospho Serine 5 (Abcam), Pol II Phospho Serine 2 (Abcam), Histone H3 (Abcam), Histone H3K27Ac (Abcam), Histone H3k36me3 (Abcam), NR4A (pan NR4A antibody, Santa Cruz), CDK9 (Santa Cruz), CDK8 (Bethyl), MED1 (Bethyl), p300 (Bethyl), and BRD4 (Bethyl). Antibody identifiers are listed in the Supplemental Resource Table.

### 3C (Chromatin conformation capture) assays

Treated cells were cross-linked with 1% formaldehyde and quenched with 0.125 M glycine. Pelleted cells were washed with PBS and incubated in 1 mL Cell Lysis Buffer (10 mMTris-HCl pH 7.5, 10mM NaCl, 0.2% Igepal CA-630; supplemented with 1x protease inhibitor cocktail [Roche], and 0.2 mM PMSF) on ice for 20 minutes. Cell pellets were washed 3x in 1 mL cold Cell Lysis Buffer, and 2x in 1.2x NEB3.1 Buffer (0.2 mL). Cells were resuspended in 0.2 mL 1.2x NEB3.1, SDS was added to a final concentration of 0.3%, and samples were incubated at 37 °C for 1 hour. Triton X-100 was added to a final concentration of 1% and samples were incubated at 37 °C for 1 hour. Samples were then digested with 15 uL of BglII (150 U, New England Biolabs) at 37 °C overnight with gentle mixing. The following day, SDS was added to a final concentration of 0.6%, and the samples were incubated at 65 °C for 30 minutes. Samples were then diluted with 1.4 mL 1.15x T4 DNA Ligation Buffer (New England Biolabs) with 1% Triton X-100, and incubated at 37 °C for 1 hour. DNA ends were then ligated with 400 U of T4 DNA Ligase (New England Biolabs) and incubated at 16 °C for 4 hours. The samples were de-proteinized and de-crosslinked by incubating at 65 °C overnight with 10 uL (100ug) Proteinase K (Sigma Aldrich). DNA was extracted with phenol-chloroform, precipitated with ethanol, and dissolved in 100 uL H_2_O. Samples aliquoted prior to BglII digestion, after digestion, and after ligation were analyzed by PCR to monitor the digestion and ligation efficiencies. The ligation detection and quantification of cross-linking efficiency involved 2 rounds of PCR: regular PCR in round 1, followed by qPCR in round 2, using nested primers (For primer sequences, see Supplemental Table: 3C Chromatin Looping qPCR Primer Sequences). One ug of DNA was used per sample in the 1st round of PCR using One Taq Hot-Start DNA Polymerase in a 20 uL reaction (New England Biolabs). One uL of round 1 PCR product was used in each qPCR reaction in a total volume of 15 uL reaction using POWERUP SYBR Green Master Mix (Fisher Scientific). Each round 1 PCR was followed up by triplicate qPCR reactions.

Recombinant BAC clones were obtained from BAC PAC Resources. An equimolar mixture of BAC clones RP11-770K21 (Encompasses the *MYC* super enhancer) and CTD-2034C18 (Encompasses the *MYC* locus) was digested with BglII, precipitated, and ligated with T4 DNA Ligase; this “cut-and-ligated BAC DNA” served as a source for inter-fragment ligants that represent a theoretical optimum for ligant abundance. Ten ng of this “normalizer” ligant population was subjected to PCR and qPCR alongside the samples. We subtracted the “normalizer” C_T_ values for each primer pair from the corresponding C_T_ values obtained from the samples. This subtraction (ΔC_T_) for each amplicon (each primer pair/ligant) was used to calculate the relative ligant abundance (2∧^−ΔCT^), which is same as contact efficiency. This value is presented here as “Looping Index^3C^”.

### Enhancer RNA (eRNA) measurement

RNA was extracted from samples using the Qiashreddar and RNeasy kits as previously described. Residual genomic DNA was digested with DNase (Ambion DNA-Free DNA Removal Kit, AM1906), which was heat inactivated following incubation using DNase inactivation reagent. RNA samples were subjected to first strand cDNA synthesis using a SuperScript II kit (Invitrogen 18064-014) using random primers. The cDNA preparation was diluted 10-fold with H_2_O, and 1 uL was used in a 15 uL qPCR reaction using POWERUP SYBR Green Master Mix (Fisher Scientific), which was plated in triplicate for each biological replicate using primers specific to each eRNA (See Supplemental Table: Enhancer RNA qPCR Primer Sequences). The relative RNA levels were normalized to ACTB transcript levels.

### CRISPR interference assay

*MYC* super enhancer interference was achieved using the lentiviral plasmid pLV hU6-sgRNA hUbC-dCas9-KRAB-T2a-Puro (Addgene# 71236), with cloned guide RNAs targeting the E5 enhancer or a non-targeting control (See Supplemental Table: CRISPR Interference Oligos). MOLM-14 cells were transduced with lentiviral constructs and assessed for *MYC* expression and cell viability.

### ChIP-Seq, RNA-Seq

RNA-Seq and ChIP-Seq datasets were deposited to the NCI Geo Database (Accession# GSE124963). For ChIP-Seq, after following the ChIP protocol previously outlined, sample library prep was done using the ThruPLEX DNA-Seq 6S Kit (Takara Bio Inc). A qPCR assay was performed on the libraries to determine the concentration of adapter ligated fragments using the Applied Biosystems ViiA 7 Quantitative PCR instrument and a Library Quantification Kit (KAPA, KK4824). All samples were pooled equimolarly and requantitated by qPCR, and also re-assessed on the Bioanalyzer. Using the concentration from the ViiA7 TM qPCR machine above, 1.8pM of equimolarly pooled library was loaded onto a NextSeq 500 High Output v2 flowcell (Illumina, FC404-2005) and amplified by bridge amplification using the Illumina NextSeq 500 sequencing instrument. PhiX Control v3 adapter-ligated library was spiked-in at 1% by weight to ensure balanced diversity and to monitor clustering and sequencing performance. A Single-end 75 cycle run was used to sequence the flowcell on a NextSeq 500 Sequencing System.ChIP-Seq reads were initially trimmed with Trim Galore. ChIP-Seq reads were then aligned to the hg19 build using bowtie2, followed by peak detection using MACS2. The identification of super enhancers was performed using the ROSE algorithm. Chip-Seq signal heatmaps were generated using the HOMER software and the python scientific library. MED1 signal tracks were generated using bedtools software. Differential MED1 signal was detected using the DiffReps software, with significance achieved at q < 0.25 and fold change exceeding 2x. Analysis of NR4A overlap with MED1 super enhancers was generated using the bedtools software. For RNA-Seq, MOLM-14 cells were electroporated with equimolar concentrations (100nM) of either GFP or NR4A1 IVT RNA, or treated vehicle (DMSO) or 10uM DHE and cultured for 6 hours. For each treatment, we included duplicate samples. Following the 6 hour incubation, cell pellets were collected and RNA was extracted using Qiashreddar and RNeasy Mini kits (Qiagen) with on-column DNase treatment to eliminate DNA contamination. Purified RNA was delivered to the Genomic and RNA Profiling (GARP) Core at Baylor College of Medicine. Total RNA samples were normalized to 250ng each, based on picogreen quantitation, and ERCC RNA controls were incorporated into each sample. Samples then went through ribosomal RNA reduction and subsequently fragmented and primed with random hexamers to produce first strand cDNA. During second strand cDNA synthesis, RNA templates were removed and replaced with cDNA strands containing dUTP. The ds-cDNA was then purified using AMPure XP beads (Beckman Coulter). Libraries were created from the cDNA by attaching an adenosine to the 3’ end and ligating unique adapters to the ends. The ligated products were then amplified. The resulting libraries were quantitated using a NanoDrop spectrophotometer and fragment size assessed with the Agilent 2100 Bioanalyzer. A qPCR assay was performed on the libraries to determine the concentration of adapter ligated fragments using the Applied Biosystems ViiA 7 Quantitative PCR instrument and a Library Quantification Kit (KAPA Biosystems). All samples were pooled equimolarly and quantitated by qPCR, and also assessed on the Bioanalyzer.Using the concentration from the ViiA7 TM qPCR machine above, 1.8 pM of equimolarly pooled library was loaded onto a NextSeq High Output v2.5 flowcell (Illumina) and amplified by bridge amplification using the Illumina NextSeq 500 sequencing instrument. PhiX Control v3 adapter-ligated library was spiked-in at 1% by weight to ensure balanced diversity and to monitor clustering and sequencing performance. A paired-end 75 cycle run was used to sequence the flowcell on a NextSeq 500 Sequencing System. RNA-seq and ChIP-Seq reads were initially trimmed with Trim Galore (https://www.bioinformatics.babraham.ac.uk/index.html). RNA-Seq transcript abundance was quantified with Salmon 0.11.0 using the human Gencode v29 as a reference transcriptional database. Differential gene expression was then calculated with DESeq2. RNA-Seq heatmaps were generated using R statistical software with the ‘pheatmap’ package. RNA-Seq data was also analyzed using Gene Set Enrichment Analysis.

### AML xenograft mouse models

All animal studies and experimental protocols were approved by Baylor College of Medicine’s Institutional Animal Care and Use Committee (IACUC) and Institutional Review Board (IRB). All experimental methods were performed in accordance with the relevant national as well as Baylor College of Medicine’s guidelines and regulations. For all xenograft models, 1x10^7^ cells (in 100uL) were injected into the right flank of seven-week old female NOD.Cg-PkdcscidIlr2gtm1Wjl/SzJ (NSG) mice. Estimates of tumor volume were regularly measured 2 to 3 times a week using a digital vernier caliper. Xenograft mice were maintained until the first mouse reached the institutional limits for tumor size (>1.5cm), at which point mice across all treatment groups were sacrificed and their tumor tissues were extracted and analyzed. For histological staining of tumor tissue, primary antibodies included Ki67 (1:5000; Abcam), and c-Myc (1:80; Santa Cruz), and secondary antibodies included a biotinylated goat antirabbit (1:400; Vector Laboratories). Histological images were captured, and staining was quantified, using a Zeiss Axioskop Microscope, Olympus DP72 camera, and CellSens Standard Imaging Software.

### Statistical analysis

Statistical p-values were calculated from experimental triplicates using independent student’s *t*-test. Error bars represent standard deviation, except for *in vivo* tumor measurements which represent standard error of the mean. Additional details are in the Supplementary Materials and Methods.

## Results

### DHE regulates overlapping target genes with NR4A1 and decommissions a subset of NR4A1-bound AML super enhancers

Using a chemical genomics screening approach, we recently identified an FDA-approved drug, dihydroergotamine (DHE), that relieves NR4A silencing in AML cells by promoting transcription elongation of silenced *NR4A*s. DHE effectively suppresses the growth of a subset of cytogenetically diverse AMLs, particularly those harboring MLL translocations in an NR4A-dependent manner^33^. 

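MOLM-14, a human AML cell line that carries the MLL-AF9 fusion, was profiled 6 h after electroporation with 100 nM GFP or NR4A1 IVT RNA, and 6 h after addition of vehicle or 10 uM DHE, with 2 libraries in each of the 4 groups. NR4A1 itself stood at 719 and 674 TPM (Salmon's measure of a transcript's share of the library) in the NR4A1 libraries, which count the introduced RNA together with the cells' own. It stood at 2.49 and 2.84 TPM in the GFP libraries, at 1.27 and 1.70 TPM with vehicle and at 1.43 and 1.67 TPM with DHE. NR4A3 was measured at 0.00492 and 0.00665 TPM with vehicle and at 0.191 and 0.258 TPM with DHE, and NR4A2 between 0.418 and 0.964 TPM over the 8 libraries, so neither reached the level at which a gene was tested. Total RNA was depleted of ribosomal RNA and made into paired-end libraries that mark the strand. The authors trimmed the reads, quantified transcripts with Salmon 0.11.0 against human Gencode transcripts, and deposited TPM for each annotated gene beside fold changes and p-values from DESeq2. TPM sum to the same total in every library and keep no read counts, so the depth of the libraries is unknown, and each value is a share of the RNA in its library. ERCC spike-in RNA was added to the samples, but 0 of the entries in the table are spike-ins. From these TPM, each library was divided by its median of ratios to the mean library, 0.5 was added, and log2 values were fitted with limma, with 1 mean per group and 4 residual degrees of freedom. The fit covered the 14367 genes with at least 1 TPM in at least 2 of the 8 libraries. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its change more than 1.5-fold. On simulated data, the same steps recovered 60 of 100 genes changed 2-fold and 86 of 100 changed 4-fold between NR4A1 and GFP libraries, and 61 and 83 of 100 between DHE and vehicle libraries. The simulation gave each gene an equal spread in all 8 libraries, while the real GFP and DHE replicates lie further apart than the others.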

To understand the NR4A-dependent mechanisms of DHE action in AML cells, we performed RNA-Seq analysis in DHE-responsive MLL-rearranged MOLM-14 cells to examine the global transcriptional responses to DHE, and we integrated this data with gene expression signatures (GES) regulated by forced expression of NR4A1. 

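PECAM1, which encodes the adhesion molecule CD31, rose from 21.2 ± 3.24 scaled TPM (SD, n = 2) with GFP RNA to 84.5 ± 8.59 with NR4A1 RNA, and from 17.1 ± 2.20 with vehicle to 87.1 ± 6.12 with DHE. These are log2 fold changes of 1.97 and 2.32 (standard error 0.14 each; limma adjusted p = 0.0020 and 2.4e-04). TREM2, a receptor of macrophages and microglia, rose by 4.95 on the log2 scale with NR4A1 RNA and by 2.59 with DHE. The oxysterol receptor GPR183 (2.24 and 3.22), the interleukin-7 receptor chain IL7R (2.01 and 3.01) and GAS7 (1.95 and 2.33) also rose in both experiments. The retinaldehyde dehydrogenase ALDH1A3 fell by 2.20 and 2.35. With NR4A1 RNA, 380 genes were called higher and 325 lower, and with DHE 1303 were called higher and 1457 lower. In both experiments 358 genes were called, which is 50.8% of those called with NR4A1 RNA, and 328 of them moved in the same direction. These counts depend on the settings: they were 222 and 206 with no rescaling, and 58 and 55 with only the 4 libraries compared. The 166 genes lower in both compare with 33.0 expected of independent lists (two-sided Fisher's exact test, p = 1.1e-79), and the 162 genes higher in both with 34.5 (p = 1.8e-70, same exact test). Their median absolute log2 fold change was 0.86 with NR4A1 RNA and 1.11 with DHE. The pro-apoptotic BCL2 relative BIK went the other way in the 2 experiments, with a log2 fold change of 0.98 after NR4A1 RNA and -0.86 after DHE (interaction adjusted p = 0.0014 from limma). TYMP, the thymidine phosphorylase (-0.88 and 1.95), MICAL2 (-1.13 and 1.98), the formin FMNL1 (-1.10 and 1.07) and AGRN (-1.23 and 0.64) were lower with NR4A1 RNA and higher with DHE, as was SLX1A, whose reads a near-identical copy, SLX1B, may share. Genes lower with NR4A1 RNA and higher with DHE numbered 22, with 29.5 expected (Fisher's exact p = 0.17), and those of the opposite order 8, with 38.5 expected (p = 8.4e-10, exact). Without GFP replicate 1 and DHE replicate 2, left out together only after seeing the data, 12 of the 22 and 4 of the 8 kept both calls. In these 2 libraries 10 of the 22 were higher than in the partner libraries. So were 119 of the 328 genes of the same direction. Independent replicate differences would give 25%. The GFP and DHE differences (replicate 1 minus 2) correlated at -0.547 over 7726 protein-coding genes, so 25% is too low a baseline. The share over all genes was not computed, and no excess can be read from these counts. The counts of 22 and 8 were 33 and 17 without both of these libraries, 14 and 9 without GFP replicate 1, 101 and 22 without GFP replicate 2, 6 and 2 without NR4A1 replicate 1, and 2 and 3 without NR4A1 replicate 2. They were 8 and 6 without vehicle replicate 1, 13 and 9 without vehicle replicate 2, 45 and 10 without DHE replicate 1, and 22 and 10 without DHE replicate 2. The number of genes called with NR4A1 RNA depended on single libraries: it was 422 without GFP replicate 1, 1498 without GFP replicate 2, 136 without NR4A1 replicate 1, 93 without NR4A1 replicate 2, 426 without vehicle replicate 1 and 429 without vehicle replicate 2. When libraries were scaled to an equal total after leaving out ribosomal RNA related transcripts, the median of all genes moved from -0.02 to -0.16 in this comparison, and 176 genes were called higher and 236 lower (42.7% higher, against 53.9%). With DHE, 47.2% of the genes called were higher, against 51.9% with that scaling (1258 higher and 1166 lower) and 56.2% with upper quartile scaling (1618 higher and 1259 lower).

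**Figure D1:**
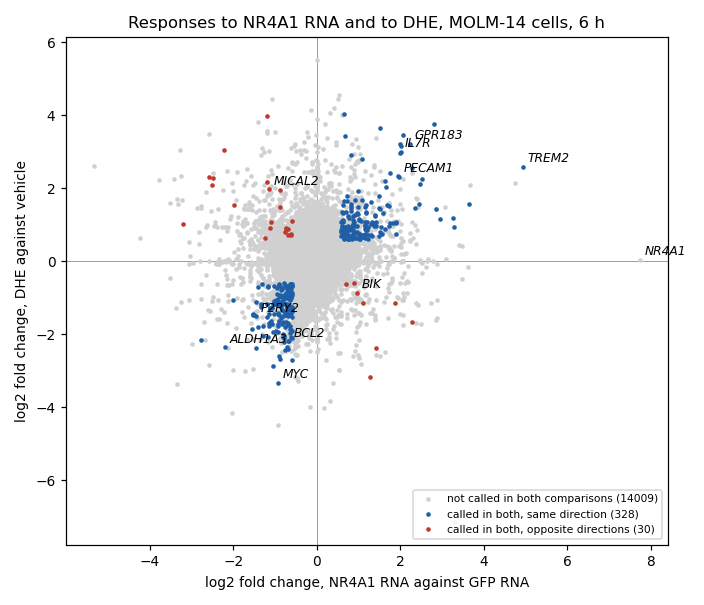
Log2 fold change of each of the 14367 genes tested after NR4A1 RNA against GFP RNA (horizontal axis) and after DHE against vehicle (vertical axis). The 328 genes called in both experiments in the same direction are blue, the 30 called in opposite directions are red and all others are grey; MYC lies furthest down among the genes labelled.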

We identified 1,343 genes regulated by NR4A1 and of these 630 (47%) were also regulated by DHE (Fold change >1.5, pval <0.05) (Fig. 1A, Supplemental Table 1 and Supplemental Fig. 1). Gene set enrichment analysis identified a large number of genes within the *MYC* pathway that are repressed by both DHE and NR4A1 (Fig. 1B and Supplemental Fig. 2) and *MYC* was identified as the most statistically repressed gene by DHE (Fig. 1C). Thus, DHE and NR4A1 regulate an overlapping subset of gene signatures, including downregulation of a core oncogenic *MYC* signature.

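MYC, which drives growth and ribosome production, fell from 161 ± 7.81 scaled TPM (SD, n = 2) with GFP RNA to 84.8 ± 1.90 with NR4A1 RNA, and from 188 ± 5.60 with vehicle to 18.3 ± 0.399 with DHE. The log2 fold change was -0.92 with NR4A1 RNA (standard error 0.06, limma adjusted p = 0.0017) and -3.32 with DHE (standard error 0.06, limma adjusted p = 3.3e-05). The fall with DHE exceeded the fall with NR4A1 RNA by a log2 difference of -2.40 (interaction, limma adjusted p = 9.5e-04). MYC lies on chromosome 8 from 128747680 to 128755197 on GRCh37. By p-value, it ranked 1 among the 6658 genes with a negative log2 fold change under DHE. It also ranked 1 among 18102 such genes in the authors' deposited p-values. The next places were taken by NOP16, a nucleolar protein of ribosome assembly (-2.71), the Notch ligand JAG1 (-2.04, named after its values were seen), the cytokine TNF (-2.39), the anti-apoptotic gene BCL2 (-2.18), and MYBBP1A and UTP20, both nucleolar (-2.18 and -1.76). By size of the fall, MYC ranked 7 among the 1457 genes called lower with DHE. With NR4A1 RNA, MYC ranked 9 by p-value among 7512 genes with a negative log2 fold change, and 36 among 20405 such genes in the authors' deposited p-values. MYC ranked 4 under DHE when libraries were scaled without the ribosomal RNA related transcripts.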

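Beyond the MYC pathway, CDC25C and DLGAP5 of mitosis, the cathepsin CTSL and the sterol carrier STARD4 were among the genes called higher in both experiments. A list of 32 genes of G2 and mitosis was fixed before the deposited data were examined, but after Supplemental Table 1 had been seen. Of these, 13 were called higher with DHE, among them the kinesin CENPE (1.11), KIF23 (0.69) and the phosphatase CDC25C (1.07). With NR4A1 RNA 2 were called higher, CDC25C (0.59) and DLGAP5 (0.65). These counts were the same when adjusted over the list alone. The list as a whole was higher by limma's camera with DHE (adjusted p = 1.7e-10) and with NR4A1 RNA (adjusted p = 3.0e-06), and with an estimated correlation the adjusted p was 0.11 and 0.30. Of 26 lysosomal genes, 8 were called higher with DHE, among them the protease CTSB (0.94) and the channel MCOLN1 (0.88), and 1, CTSL (2.86), with NR4A1 RNA, with the same counts adjusted over the list alone (camera adjusted p = 2.4e-05 and 1.0e-04, and adjusted p = 0.11 and 0.15 with an estimated correlation). Of 24 genes of cholesterol synthesis, 6 were called higher with DHE (7 adjusted over the list alone), including MVK (0.82) and MSMO1 (0.78), and 2 with NR4A1 RNA (2 adjusted over the list alone), SQLE (1.31) and STARD4 (1.03). This list passed camera in both (adjusted p = 5.4e-04 and 0.0071), with adjusted p = 0.24 and 0.65 with an estimated correlation. It was also lower in cells given GFP RNA than in vehicle cells (median -0.43, 22 of 24 genes below 0, camera adjusted p = 1.3e-12, and 0.10 with an estimated correlation). The rise with NR4A1 RNA is thus measured from a lower control. SQLE stood at 4.91 and 7.12 TPM with GFP RNA, 15.8 and 16.0 with NR4A1 RNA, and 11.5 and 12.5 with vehicle. The difference between the experiments did not pass camera for the lysosome (adjusted p = 0.31) or cholesterol synthesis (adjusted p = 0.16). It passed for G2 and mitosis (adjusted p = 8.0e-05, and adjusted p = 0.31 with an estimated correlation). With the libraries scaled without the ribosomal RNA related transcripts, the medians with NR4A1 RNA moved from 0.20 to 0.04 for G2 and mitosis, from 0.27 to 0.11 for the lysosome and from 0.19 to 0.04 for cholesterol synthesis. When GFP replicate 1 and DHE replicate 2 were left out together, only after seeing the data, these medians were 0.15, 0.20 and 0.09, and limma called 0, 1 and 2 genes of the lists with NR4A1 RNA (20 of G2 and mitosis at an unadjusted p under 0.05). Of 23 genes of monocyte and macrophage differentiation, 9 were called higher and 1 lower with DHE, and 4 higher and none lower with NR4A1 RNA (9, 1, 5 and 1 adjusted over the list alone). CD83, a marker of dendritic cell maturation, rose in both (2.46 with NR4A1 RNA and 1.58 with DHE). The costimulatory ligand CD86 rose with DHE (4.01) and had a log2 fold change of 0.61 with NR4A1 RNA (limma adjusted p = 0.056). It stood at 0.671 and 0.573 TPM with GFP RNA and at 1.33 and 1.17 with NR4A1 RNA. In the authors' deposited DESeq2 values CD86 passed both thresholds with NR4A1 RNA (log2 fold change 1.06, adjusted p = 1.6e-04). The list passed camera with DHE (adjusted p = 0.0022, and adjusted p = 0.11 with an estimated correlation) but not with NR4A1 RNA (adjusted p = 0.58). CCND2, a cyclin of the G1 phase, fell in both (-0.67 and -1.22); of 9 CDK inhibitors and cyclins of G1, 4 were higher and 1 lower with DHE, and 1 was lower with NR4A1 RNA, as also when adjusted over the list alone (camera adjusted p = 0.069 and 0.81). Of the other members of these 2 lists, some of them named after their values were seen, CDKN1A, CDKN1C, CDKN2C and CCNG2 rose, while TLR2 fell with DHE, and TREM2 and LYZ rose with NR4A1 RNA. Across the 14367 genes, which are not independent replicates, the log2 fold changes of the 2 experiments had a Pearson correlation of 0.132 and a Spearman correlation of 0.168. Over the 7726 protein-coding genes with a mean of at least 5 scaled TPM, these were 0.300 and 0.262, and the Pearson correlation was 0.462 without GFP replicate 1 and DHE replicate 2. Among the 705 genes called with NR4A1 RNA, these were 0.481 and 0.545, and 578 of the 705 (82.0%) had the same sign with DHE. The difference between the DHE effect and the NR4A1 effect passed an adjusted p of 0.05 in limma for 2716 genes, and for 98 of the 328 genes called in the same direction in both. The 2716 genes became 919 with no rescaling and 982 with the libraries scaled without the ribosomal RNA related transcripts. Leaving out GFP replicate 1 and DHE replicate 2, which stand apart from their partner libraries, gave 360 genes called in both, 232 of them among the 358, and 310 of the 360 had the same direction. Of the 328 genes called in the same direction, 216 kept both calls. From the number of genes regulated by both treatments, the repression of MYC pathway genes by both and the place of MYC among the genes repressed by DHE, the paper concludes that DHE and NR4A1 share a subset of their gene signatures, with a lowered MYC signature among them.

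**Figure D2:**
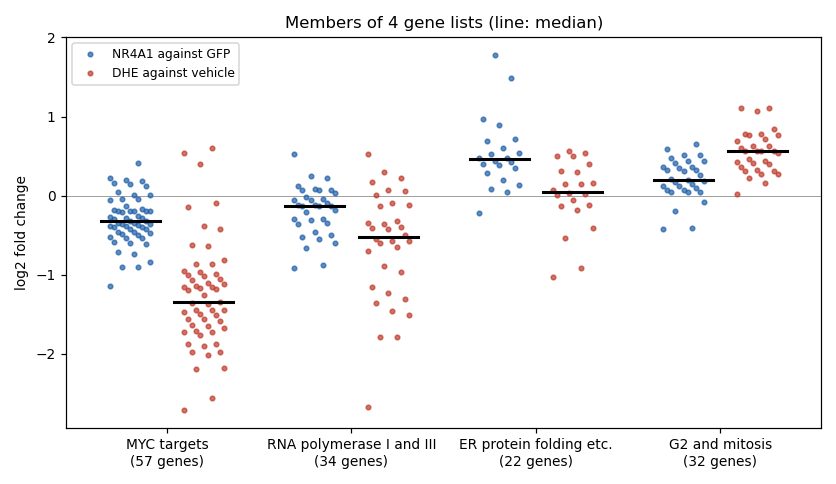
Log2 fold change of every tested member of 4 gene lists after NR4A1 RNA against GFP RNA (blue) and after DHE against vehicle (red); each point is 1 gene and the black line is the median of the list. The 57 MYC targets have medians of -0.33 and -1.34, and the 32 genes of G2 and mitosis 0.20 and 0.56.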

**Figure 1:**
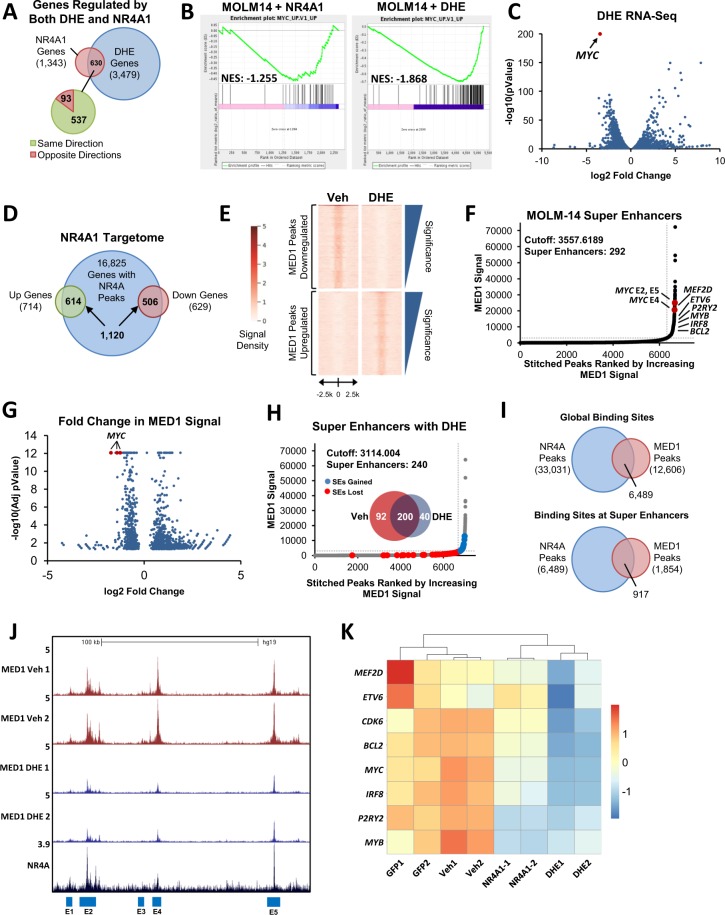
DHE Regulates Overlapping Target Genes with NR4A1 and Decommissions a Subset of NR4A1-Bound AML Super Enhancers. For analysis of acute changes in gene expression in response to NR4A1 or DHE, MOLM-14 cells were electroporated with GFP control or NR4A1 IVT RNA, or treated with vehicle or 10 uM DHE, and incubated for 6 hours. (**A**) Venn diagram summarizing gene expression overlap taken from RNA-Seq in MOLM-14 cells with NR4A1 IVT RNA expression or treatment with 10 uM DHE. (**B**) Gene set enrichment analysis reveals suppression of *MYC* pathway genes in MOLM-14 cells by NR4A1 or DHE treatment. (**C**) Volcano plot showing the distribution of genes that are upregulated or downregulated in response to DHE. Arrow points to *MYC*, which is the most statistically repressed target of DHE. (**D**) Venn diagram representing the integration of NR4A ChIP-Seq with NR4A1-dependent changes in gene expression assessed by RNA-Seq (NR4A1 targetome). (**E**) MED1 ChIP-Seq density plots comparing MED1 peaks upregulated (10,992) and downregulated (2,922) in response to DHE treatment as determined by diffReps (fold change cutoff of 2, q-val < 0.25). (**F**) ROSE analysis summary of MED1 ChIP-Seq identifying 292 super-enhancers in vehicle-treated cells. (**G**) Volcano plot summarizing fold changes in MED1 peaks in response to DHE. The *MYC* super enhancers are highlighted in red and are among the most statistically repressed MED1 peaks. (**H**) Venn diagram and ROSE summary of 240 super enhancers in DHE treated cells, highlighting super enhancers that are gained (blue) versus those that are lost (red). (**I**) Venn diagram highlighting NR4A ChIP-Seq overlap with MED1 ChIP-Seq occupancy, both on a global scale and selectively at super enhancer regions. (**J**) UCSC Genome Browser ChIP-Seq screenshot showing suppression of MED1 occupancy at the *MYC* SE region in response to DHE treatment. NR4A peaks are also displayed to show peak overlap with super enhancers. (**K**) Heatmap depiction of select SE-associated leukemic genes whose expression is repressed by both NR4A1 and DHE.

We next used ChIP-seq to examine genome wide occupancy of NR4As after DHE treatment and we integrated this data with NR4A1 regulated GES. We identified 16,825 NR4A bound genomic sites, 6.7% of which were associated with NR4A1-regulated genes (+/− 100 kb from TSS) (Fig. 1D, Supplemental Table 1). The vast majority of NR4A1-regulated genes were associated with NR4A binding in DHE treated cells (86% of upregulated and 80% of downregulated genes respectively, Fig. 1D). Thus DHE dependent induction of NR4A expression leads to NR4A recruitment to the majority of NR4A regulated genes. We next sought to determine how changes in NR4A dependent gene expression in response to DHE are connected with the activity of global NR4A-bound enhancers, including AML super enhancers. Super enhancers have been identified by their ChIP-Seq profiles for H3K27Ac, BRD4 or Mediator using the rank ordering of super enhancers (ROSE) algorithm^12,13,30^. Mediator is highly sensitive to super-enhancer perturbation, and its enrichment strongly correlates with BRD4 and H3K27Ac at super enhancer sites^30^. To objectively identify global enhancers and super enhancers, and monitor their changes in response to DHE, we performed ChIP-Seq for the MED1 subunit of the Mediator complex in MOLM-14 cells with and without DHE (Supplemental Fig. 3). Using MACS2, we identified 12,656 and 12,606 MED1 peaks in vehicle and DHE treated cells respectively. However, analysis with diffReps showed that treatment with DHE led to widespread changes in the distribution of MED1 occupied enhancers resulting in a gain of 10,992 peaks, and a loss of 2,922 (Fig. 1E). The ROSE algorithm identified 292 super enhancers in untreated cells, including SEs associated with known AML oncogenes, *MYC*, *MEF2D*, *MYB*, *IRF8* and *BCL2* (Fig. 1F). Analysis of changes in MED1 signal after DHE exposure revealed that the *MYC* SE clustered among the most statistically repressed MED1 peaks, which is consistent with our RNA-Seq data (Fig. 1G). ROSE analysis comparisons between treatment groups identified a total of 200 super enhancers that were unaffected by DHE treatment, 92 that were repressed, and 40 that were gained (Fig. 1H). Of the 12,606 global binding sites identified for MED1 in DHE treated cells, 6,489 (51%) were co-enriched for NR4As. Interestingly, NR4As were co-enriched at 917 (49%) of the 1854 MED1 peaks identified within super enhancer regions (Fig. 1I). Representative examples of NR4A1-occupied super enhancers that are repressed by DHE are shown in Fig. 1J and Supplemental Fig. 4 and include those associated with AML oncogenes *MYC* (Fig. 1J), *CDK6 and BCL2*, as well as *IRF8*, *MEF2D*, *P2RY2* and *ETV6* (Supplemental Fig. 4). 

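Of the 8 genes of the heatmap in Fig. 1K, MYC, BCL2, IRF8 and P2RY2 were called lower both with NR4A1 RNA and with DHE. BCL2 fell from 20.9 ± 0.0654 to 13.1 ± 0.315 scaled TPM (SD, n = 2) with NR4A1 RNA (log2 fold change -0.66, standard error 0.07, adjusted p = 0.0055 from limma) and from 20.9 ± 0.0146 to 4.20 ± 0.294 with DHE (log2 fold change -2.18, standard error 0.07, adjusted p = 6.7e-05 from limma). IRF8, a transcription factor of the monocyte lineage, had log2 fold changes of -0.62 with NR4A1 RNA (limma adjusted p = 0.011) and -1.32 with DHE (limma adjusted p = 2.2e-04). P2RY2, a receptor for extracellular nucleotides, fell by 1.44 and by 1.50 (limma adjusted p = 0.0035 and 5.6e-04). MYB fell with DHE (-0.68, limma adjusted p = 8.6e-04) and had a log2 fold change of -0.54 with NR4A1 RNA (limma adjusted p = 0.0081), a change of less than 1.5-fold. CDK6 fell with DHE (-0.95, limma adjusted p = 2.5e-04), with a log2 fold change of -0.21 after NR4A1 RNA (limma adjusted p = 0.085). MEF2D had log2 fold changes of -0.71 with NR4A1 RNA and -0.73 with DHE (limma adjusted p = 0.13 and 0.066), and ETV6 of -0.22 and -0.39 (limma adjusted p = 0.43 and 0.12). In the authors' deposited values, MEF2D passed in both experiments (log2 fold changes -0.66 and -0.84, adjusted p = 0.0022 and 1.6e-05). The GFP libraries differed for these genes: MEF2D stood at 66.5 scaled TPM in GFP replicate 1 and 41.1 in replicate 2, against 31.8 and 31.9 with NR4A1 RNA, and ETV6 at 23.1 and 17.4. All 8 genes had a negative log2 fold change in each experiment, and 4 were called lower with NR4A1 RNA and 6 with DHE (5 and 7 adjusted over the list alone). The study chose these genes on the same samples, so their direction is not independent evidence. As a list they passed camera with NR4A1 RNA (adjusted p = 3.0e-06) and with DHE (adjusted p = 2.4e-06), and with an estimated correlation the adjusted p was 0.11 and 0.075. DHE lowered CDK6, BCL2, MYC and IRF8 by more than NR4A1 RNA did (interaction adjusted p = 0.0062, 0.0016, 9.5e-04 and 0.014 from limma). Of 41 genes of Mediator and enhancer coactivators, 0 were called with NR4A1 RNA, where limma gave 11 an unadjusted p under 0.05. With DHE, 2, CDK19 (0.95) and MED12 (0.61), were called higher and 1, MED9 (-0.68), lower, with the same counts adjusted over the list alone (camera adjusted p = 0.64 with NR4A1 RNA and 0.65 with DHE). Without NR4A1 replicate 1 or 2, BCL2 (limma adjusted p = 0.061 and 0.072) and IRF8 (limma adjusted p = 0.072 and 0.11) no longer passed with NR4A1 RNA, which left 2 genes lower in both. The same 2 did not pass with no rescaling (limma adjusted p = 0.064 and 0.0503), and BCL2, IRF8 and P2RY2 did not with only the 4 libraries compared (limma adjusted p = 0.053, 0.062 and 0.053), which left MYC. MEF2D passed with DHE without GFP replicate 1 or 2 (limma adjusted p = 0.023 and 0.022) and with NR4A1 RNA without GFP replicate 2 (0.029), and MYB passed with NR4A1 RNA without GFP replicate 1 (0.021).

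**Figure D3:**
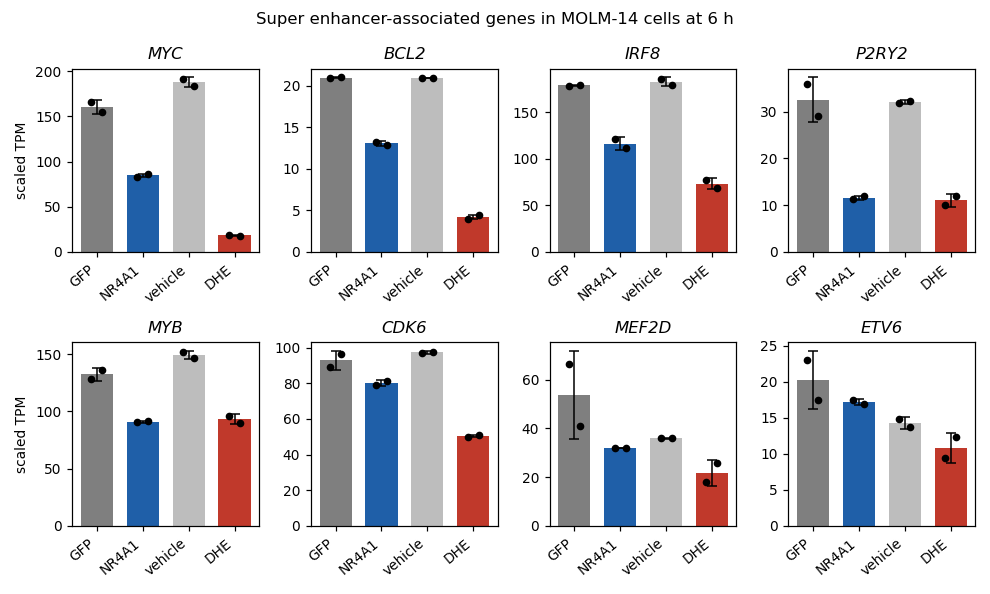
Scaled TPM (vertical axis, starting at 0) of the 8 super enhancer-associated genes of Fig. 1K in cells given GFP or NR4A1 RNA, vehicle or DHE. Bars are means, error bars the SD and points the 2 libraries of each group, with replicate 1 on the left; the points of MEF2D in the GFP group stand at 66.5 and 41.1.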

Importantly, DHE-dependent dismissal of MED1 at these super enhancers also closely correlated with transcriptional repression of their gene expression by both NR4A1 and DHE observed by RNA-Seq analysis (Fig. 1K). Representative examples of NR4A1-occupied super enhancers that were unaffected by DHE include those associated with *ATP8B4*, and *GRAP*, while examples of super enhancers that were gained include those associated with *PECAM1* and *UBAC2* (Supplemental Fig. 5). Taken together, these results demonstrate that DHE regulates occupancy of MED1 at a select subset of NR4A1-bound SEs. Among these, DHE dismisses MED1 binding at a select group of SE-associated AML oncogenes whose transcription is repressed by both NR4A1 and DHE.

### NR4A1 disrupts the activity of an AML-selective *MYC* super enhancer by dismissing essential transcriptional coactivators

To examine the mechanisms underlying NR4A dependent suppression of oncogene associated super enhancers, we focused on *MYC* since MLL-rearranged AMLs including MOLM-14 cells are highly dependent on *MYC* for leukemic maintenance. Using MLL-AF9 transduced murine bone marrow cells, previous studies have demonstrated that the AML-selective SE located 1.7 Mbp downstream from the *MYC* locus is required for AML maintenance in mice and is thought to drive *MYC* overexpression through long distance enhancer promoter looping interactions with the *MYC* promoter^5,19^. The SE is conserved in MLL-rearranged human AML cells including MOLM-14 and MV4–11 cells and consists of five unique enhancer elements, E1-E5 (Fig. 1J and Supplemental Fig. 6)^28^. Recent studies have shown that binding of hematopoietic master transcription factors across this genomic region activates the chromatin landscape through the recruitment of p300 histone acetyltransferase^20^. Subsequent enrichment for active histone mark H3K27Ac, as well as transcriptional coactivators BRD4 and Mediator (Supplemental Fig. 6) are thought to facilitate SE interactions with the *MYC* promoter to drive transcription elongation of *MYC*^20^. To determine whether the conserved *MYC* SE is also required for maintenance of *MYC* expression in human AML cells, we used a CRISPR-interference assay to target dCAS9-KRAB to the E5 enhancer in MOLM-14 cells^35^. We found that targeting of the E5 enhancer substantially reduced *MYC* transcription and led to diminished AML cell viability (Fig. 2A–C). Thus, the functional requirement for the MYC SE is conserved between mouse and human AML cells.

**Figure 2:**
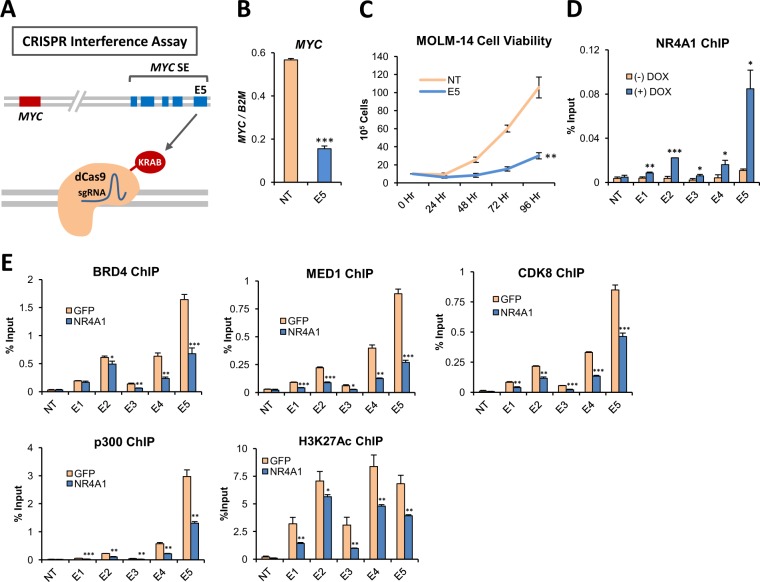
NR4A1 Disrupts the Activity of an AML-Selective *MYC* Super Enhancer by Dismissing Essential Transcriptional Coactivators. (**A**) Schematic illustrating CRISPR interference strategy involving the use of a guide RNA specific to the E5 enhancer, which targets dCas9-KRAB to disrupt the activation status of the enhancer. (**B**) RT-qPCR for *MYC* in MOLM-14 cells transduced with dCas9-KRAB lentivirus containing either a non-targeting (NT) sgRNA cassette, or sgRNA targeting the E5 enhancer. (**C**) Cell viability measured in MOLM-14 cells transduced with dCas9-KRAB lentivirus targeting NT or E5. (**D**) ChIP-qPCR for NR4A1 in MOLM-14 with dox-inducible lentiviral NR4A1 expression showing its enrichment across the *MYC* SE. NT refers to the negative control from a non-transcribed desert region. (**E**) ChIP-qPCR for BRD4, MED1, CDK8, p300 and H3K27Ac at 3 hours after electroporation with GFP or NR4A1 IVT RNA. Primer pairs were specific for the *MYC* SE E1-E5, and NT represents a non-transcribed gene desert negative control. ***p < 0.001, **p < 0.01, *p < 0.05 compared to GFP or vehicle controls.

Forced expression of NR4A1 in MLL-rearranged MOLM-14 and MV4–11 cells results in substantial repression of *MYC* expression (Supplemental Fig. 7) and our analysis of the NR4A cistrome in MOLM-14 cells revealed strong NR4A recruitment to the E2 and E5 enhancers of the *MYC* SE after treatment with DHE. In contrast, forced expression of NR4A1 had no impact on *MYC* expression in K562 chronic myeloid leukemia cells, which which express high levels of *MYC* but do not display SE activation at this genomic region (Supplemental Fig. 8A–C). Furthermore, the viability of K562 cells was similarly unresponsive to DHE (Supplemental Fig. 8D). These observations suggest that NR4A1-dependent *MYC* suppression is selective for cells in which *MYC* is driven by the SE.

Given the essential role of the SE in maintaining *MYC* expression, we next asked if NR4A1 directly interferes with SE activity. Using ChIP-qPCR for NR4A1 in MOLM-14 cells expressing a dox-inducible NR4A1 construct, we confirmed that NR4A1 is recruited to the the *MYC* SE E1-E5 region (Fig. 2D). The activity of the *MYC* SE is highly dependent on the recruitment of transcriptional coactivators BRD4 and Mediator, which are most highly enriched at the *MYC* SE in MLL-AF9 AML cells and are co-enriched with p300 and p300-dependent H3K27Ac (Supplemental Fig. 9). To determine how NR4A1 binding across the *MYC* SE affects its activation status, we performed ChIP-qPCR for BRD4, MED1, CDK8, and p300 with its active histone acetylation mark H3K27Ac (Fig. 2E). In the absence of NR4A1, we observed high levels of coactivator recruitment and H3K27Ac, consistent with an activated *MYC* SE. Recruitment of each of these coactivators, as well as H3K27Ac, was significantly suppressed by NR4A1.

### NR4A1 disrupts transcriptional activity and enhancer-promoter looping of the *MYC* SE

Enhancers possess transcriptional activity and recruit RNA Pol 2 to promote transcription of non-coding enhancer RNAs (eRNAs)^36,37^. The recruitment of Pol 2 and phosphorylation of serine 5 of its c-terminal domain (CTD) initiates abortive transcription, generating only short incomplete RNA fragments^38,39^. Release of paused Pol 2 and activation of transcription elongation is mediated by the super elongation complex (SEC), including its functional module p-TEFb and its CDK9 kinase subunit^40,41^. The SEC phosphorylates the CTD of Pol 2 at serine 2, activating transcription elongation^39^. Recent studies have revealed that eRNAs are required for the expression of enhancer target genes^42,43^, including *MYC*^17^, and they promote recruitment of the super elongation complex (SEC)^44^, and enhancer-promoter looping^45^. To determine the effect of NR4A1 on *MYC* SE transcriptional activity, we performed ChIP-qPCR for total Pol 2, phospho serine 5 (p-S5), phospho serine 2 (p-S2) and CDK9 across the E1-E5 enhancers (Fig. 3A). We also measured E1-E5 eRNA expression using RT-qPCR (Fig. 3B). We observed a significant NR4A1-dependent reduction of active Pol 2 levels and CDK9, and consistent with these findings, we observed a marked reduction of eRNA expression. The reduced eRNA levels also mirror the suppression of *MYC* mRNA expression by NR4A1 (Fig. 3B). This observation is consistent with a model where transcription at cognate enhancer-promoter pairs is mutually coordinated^46^.

**Figure 3:**
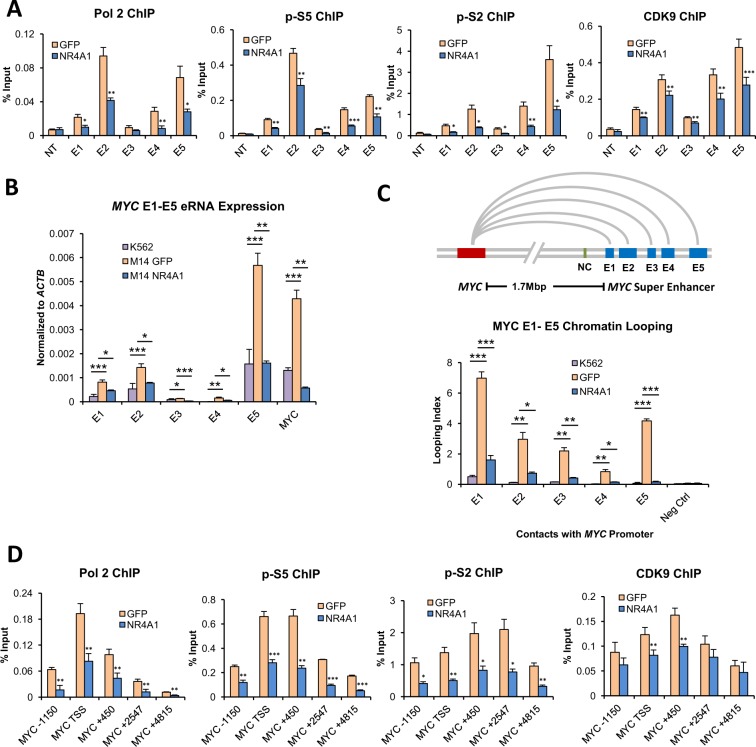
NR4A1 Disrupts Transcriptional Activity and Enhancer-Promoter Looping of the *MYC* SE. For (**A**–**C**) MOLM-14 cells were treated with vehicle or 10 uM DHE for 4 hours. (**A**) ChIP-qPCR for total RNA polymerase II (Pol 2), Pol 2 phospho serine 5 (p-S5), Pol 2 phospho serine 2 (p-S2), and CDK9 using primer pairs specific for the *MYC* SE E1-E5. (**B**) RT-qPCR for enhancer RNAs (eRNAs) from the *MYC* SE E1-E5 as well as *MYC* mRNA. K562 cells were included as a negative control as they do not express eRNA at E1-E5. (**C**) 3C chromatin looping demonstrating the frequency of interactions between the *MYC* SE E1-E5 and the *MYC* promoter, represented as looping index. K562 cells are included as a non-looping negative control. The green bar in the schematic labeled NC represents a genomic region between the *MYC* locus and the *MYC* SE which was used as an additional non-looping negative control. (**D**) ChIP-qPCR for total RNA polymerase II (Pol 2), Pol 2 phospho serine 5 (p-S5), Pol 2 phospho serine 2 (p-S2), and CDK9 at 3 hours after electroporation with GFP or NR4A1 IVT RNA. ChIP-qPCRs were done using primer pairs that span the *MYC* locus. ***p < 0.001, **p < 0.01, *p < 0.05 compared to vehicle, GFP or K562 controls.

Regulation of target gene expression by distal enhancers is thought to be mediated through long range enhancer-promoter looping interactions^47^. Direct looping between the *MYC* promoter and the *MYC* SE has been demonstrated previously in mouse AML cells^5^. Using 3 C, we measured the frequency of looping between the *MYC* promoter and the SE E1-E5, which was significantly reduced by NR4A1 (Fig. 3C). Finally, loss of *MYC* SE activity in response to NR4A1 expression was accompanied by a loss of transcriptional activity at the *MYC* promoter as measured by ChIP-qPCR for total Pol 2, p-S5, p-S2, and CDK9 using primers spanning the *MYC* genomic locus (Fig. 3D). Thus, NR4A1 suppresses *MYC* transcription via direct interaction with the *MYC* SE where it dismisses essential coactivators, leading to significant reduction of SE transcriptional activity and enhancer-promoter looping.

### DHE and JQ1 suppress transcription progression at the *MYC* locus

To further understand the mechanisms underlying SE suppression by DHE, we focused on the *MYC* SE. We compared the activity of DHE to that of the BET inhibitor JQ1, which is highly efficacious at repressing *MYC* overexpression in AML^20,29,48,49^ and suppresses *MYC* SE activation via dismissal of BRD4 and Mediator^30^. This approach allows for a side-by-side comparison between the two drugs to compare their molecular mechanisms and pre-clinical efficacies. Analysis of the transcriptional responses of NR4As to DHE and JQ1 demonstrated that while both drugs similarly suppress *MYC* transcription in a dose-dependent manner, JQ1 has no effect on *NR4A* expression, thereby eliminating NR4As as contributors to JQ1-dependent *MYC* suppression (Fig. 4A).

**Figure 4:**
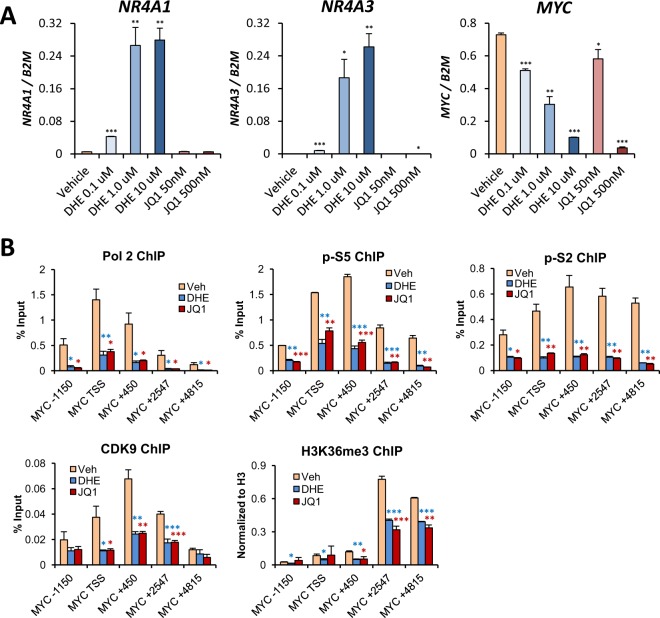
DHE and JQ1 suppress transcription progression across the *MYC* locus. (**A**) Dose responsive expression of *NR4A1*, *NR4A3* and *MYC* mRNAs using RT-qPCR in MOLM-14 cells treated with specified concentrations of DHE or JQ1 for 6 hours. (**B**) ChIP-qPCR for total RNA polymerase II (Pol 2), Pol 2 phospho serine 5 (p-S5), Pol 2 phospho serine 2 (p-S2), CDK9, and H3K36me3. ChIP-qPCRs were done using primer pairs that span the *MYC* locus at 4 hours after treatment with 10 uM DHE or 500 nM JQ1. ***p < 0.001, **p < 0.01, *p < 0.05 compared to vehicle controls.

We next compared the effects of DHE and JQ1 on transcription at the *MYC* locus. Consistent with our previous results with NR4A1, we observed robust decreases in pro-transcriptional markers at the *MYC* locus, including Pol 2, p-S5, p-S2 and CDK9 with either DHE or JQ1 treatment (Fig. 4B). This loss of transcriptional progression correlated with a suppression of intragenic H3K36me3 recruitment, an epigenetic marker of transcription elongation^50^.

### DHE mimics NR4A1-dependent suppression of the *MYC* SE and displays similar efficacy to bet inhibitor JQ1

The dismissal of MED1 from the *MYC* SE by DHE suggested that DHE might recapitulate NR4A1-dependent suppression of the *MYC* SE. We first confirmed using ChIP-qPCR that DHE stimulates the enrichment of NR4As at the *MYC* SE (Fig. 5A). Next, we examined the effects of both drugs on recruitment of SE coactivators required for maintenance of SE activation. Treatment with either DHE or JQ1 significantly reduced the enrichment of coactivators BRD4, MED1, CDK8 and p300, in addition to the active enhancer mark H3K27Ac (Fig. 5B). We noted that while JQ1 is a direct inhibitor of BRD4, enrichment of MED1 and additional coactivators was also reduced, which is consistent with previous studies^13,30^. Treatment with either drug had no significant impact on the transcriptional levels of these coactivators (Supplemental Fig. 10A). Additionally, DHE disruption of coactivator enrichment across the *MYC* SE is dose-dependent (Supplemental Fig. 10B). We also confirmed that MV4–11 cells respond similarly to MOLM-14, with significant reduction in coactivator recruitment at the *MYC* SE following DHE or JQ1 exposure (Supplemental Fig. 11). Disruption of coactivator enrichment at the *MYC* SE in response to drug exposure was accompanied by significant loss of E1-E5 transcriptional activity, including significant reductions of active Pol 2 levels, CDK9 and eRNA expression (Fig. 5C,D). Finally, treatment with DHE or JQ1 substantially reduced looping between the *MYC* promoter and the E1-E5 enhancers (Fig. 5E). From these results we concluded that DHE and JQ1 comparably suppress the activation status of the *MYC* SE.

**Figure 5:**
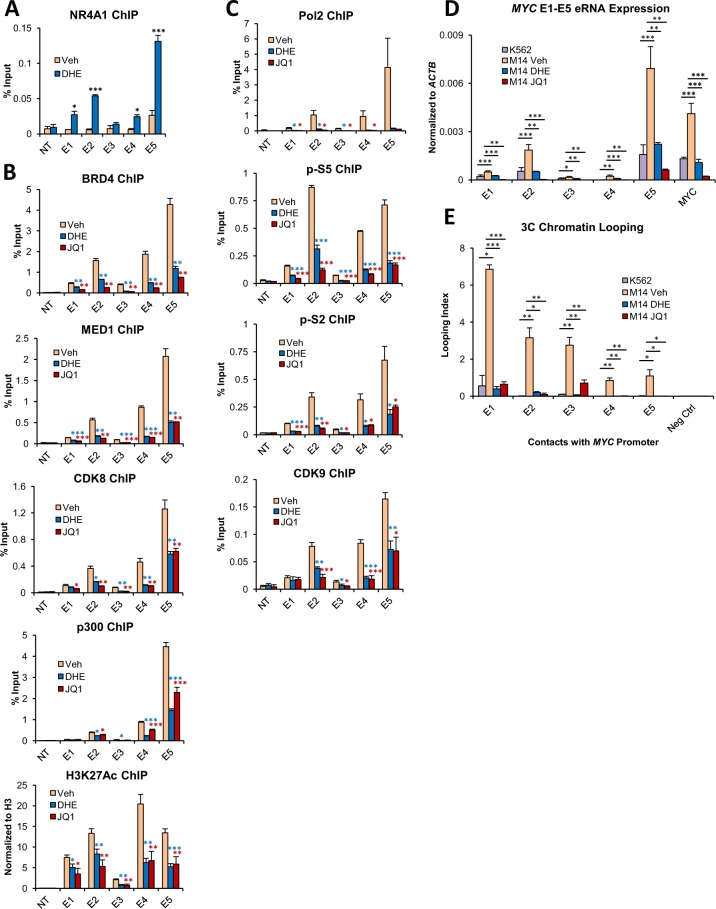
DHE mimics NR4A-dependent suppression of the *MYC* SE and displays similar efficacy to BET inhibitor JQ1. MOLM-14 cells were treated with 10 uM DHE or 500 nM JQ1 for 4 hours. (**A**) ChIP-qPCR for NR4A occupancy at the *MYC* SE in response to DHE treatment. (**B**) ChIP-qPCR for BRD4, MED1, CDK8, p300 and H3K27Ac. (**C**) ChIP-qPCR for total RNA polymerase II (Pol 2), Pol 2 phospho serine 5 (p-S5), Pol 2 phospho serine 2 (p-S2), and CDK9. ChIP-qPCRs for (**A**–**C**) were done using primer pairs specific for the *MYC* SE E1-E5 enhancers. NT represents a non-transcribed gene desert negative control. (**D**) RT-qPCR for enhancer RNAs (eRNAs) from the *MYC* SE E1-E5 as well as *MYC* mRNA in MOLM-14 cells. K562 cells are included as a negative control for eRNA expression at the *MYC* SE. (**E**) 3C chromatin looping frequency of interactions between the *MYC* SE E1-E5 and the *MYC* promoter. K562 cells are included as a non-looping negative control. Also included is a non-looping negative control genomic region between the *MYC* locus and the *MYC* SE. ***p < 0.001, **p < 0.01, *p < 0.05 compared to vehicle or K562 controls.

### DHE and JQ1 suppress tumor growth and intratumoral *MYC* expression in a xenograft mouse model of MLL-rearranged AML

We have previously shown that DHE delays AML progression and promotes myeloid differentiation in a dose-dependent manner in a xenograft mouse model of disseminated MLL- rearranged human AML^33^. To determine whether the antileukemic effects of DHE were associated with suppression of expression of intratumoral *MYC in vivo*, we implemented an alternative xenograft mouse model using subcutaneous engraftment of human AML cells, which is a validated approach for monitoring intratumoral biomarkers of drug response, including suppression of *MYC*^51^. MV4–11 AML cells were transplanted subcutaneously into NOD/SCID/gamma (NSG) mice and tumors were allowed to develop to 60 mm^3^ in size. To compare the effects of DHE and JQ1 on tumor growth and *MYC* expression, mice were then treated twice daily via intraperitoneal injections with vehicle control (DMSO), DHE (4 mg/kg), JQ1 (30 mg/kg), or DHE and JQ1 combined, and tumor size was monitored using calipers. When the first animal within a treatment group reached the institutional limits for tumor size, all animals were sacrificed and tumors were excised for analysis (Fig. 6A). Treatment with either drug resulted in similar *in-vivo* tumor growth suppression, which was approximately 70% reduced at necropsy (Fig. 6B). We also observed comparable reduction of Ki67 staining in both DHE and JQ1 treatment groups. Tumors with either DHE or JQ1 showed roughly 60% reduction in intratumoral *MYC* staining, and around 75% reduction when the two drugs were combined (Fig. 6C). While we did not observe a substantial additive effect on tumor growth inhibition when DHE and JQ1 were combined, this supports the idea that both drugs converge on the same molecular target, namely the *MYC* SE. Finally, the tumor growth suppressive effects of DHE also extended to a MOLM-14 cell xenograft model of MLL-rearranged AML and were DHE dose-responsive at clinically-relevant doses of DHE (Supplemental Fig. 12).

**Figure 6:**
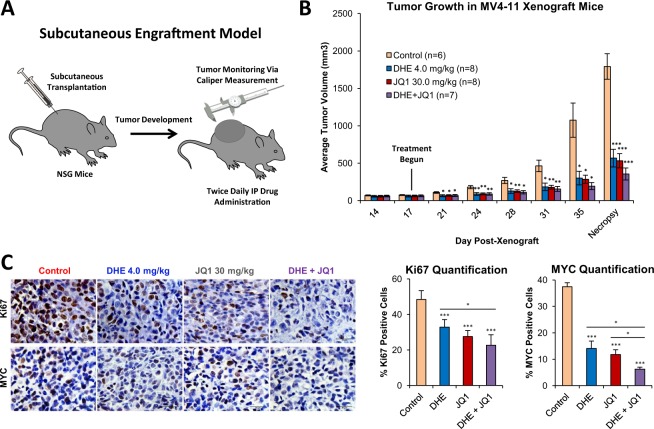
DHE and JQ1 suppress tumor growth and intratumoral *MYC* expression in a xenograft mouse model of MLL-rearranged AML. (**A**) Schematic depicting subcutaneous xenograft strategy. (**B**) 7 week-old NSG mice were transplanted with 1 × 10^7^ MV4–11 cells, and monitored until average tumor volume reached 60 mm^3^, at which point intraperitoneal injections of vehicle, 4.0 mg/kg DHE, 30 mg/kg JQ1, or the two drugs combined were administered twice daily. Average tumor volume is indicated. (**C**) Immunohistochemical staining and quantification of proliferative marker Ki67, and *MYC* in MV4–11 xenograft tumor tissues. ***p < 0.001, **p < 0.01, *p < 0.05 compared to vehicle controls.

## Discussion

Enhancer reprogramming in AML leads to the acquisition of super enhancers (SE) that drive the expression of oncogenes, contributing to AML progression and chemotherapeutic resistance. These SEs represent promising targets for therapeutic intervention. While recent studies have disclosed the identity of master transcription factors and chromatin modifiers required for SE maintenance, the identity of mediators and mechanisms of SE repression are less well understood. We have identified a novel DHE-activated NR4A nuclear receptor signaling axis that represses super enhancer-dependent oncogene expression in AML cells. Both NR4A1 and the NR4A activating drug, DHE, regulate overlapping gene expression programs in MLL-AF9 rearranged human AML cells, and repress the expression of a select group of SE-associated leukemic oncogenes including *MYC*. Focusing on the *MYC* SE as a model to understand the mechanisms underlying NR4A1 repression of SE-dependent oncogene expression, we demonstrated that 1) the *MYC* SE is functionally required for maintenance of *MYC* expression and to sustain leukemic growth of MLL-AF9 rearranged human AML cells, 2) NR4A1 is recruited to the constituent enhancer elements of the SE and represses *MYC* transcription by suppressing essential coactivator recruitment to the SE, leading to disruption of enhancer-promoter looping and promoter stalling of Pol 2, 3) DHE induction of endogenous NR4A expression recapitulates NR4A1-dependent repression of *MYC* by decommissioning the activation status of the *MYC* SE and 4) DHE shows similar efficacy compared to the BET bromodomain inhibitor JQ1 at repressing SE-dependent expression of *MYC in vitro* and suppressing growth of *MYC*-dependent MLL-rearranged human AML *in vivo* in a mouse xenograft model.

Recent whole genome occupancy analysis of BRD4, Mediator and p300 in MLL-AF9 AML cells revealed that these factors co-occupy active H3K27 acetylated enhancers and exhibit asymmetric high level loading at SEs^20,28,30^. SE activation is highly sensitive to interference in occupancy of these coactivators^13^ and knockdown or pharmacological inhibition of p300, MED1 or BRD4 decommissions the activation status of SEs and leads to repression of associated target genes, including oncogenic drivers of AML cells^20,28–31,52^. We used MED1 as a surrogate to distinguish SEs from typical enhancers and monitor their sensitivity to DHE^11,12,30^. We identified 290 SEs in AML cells and, using ChIP-Seq analysis for NR4A occupancy, we found that DHE exposure led to recruitment of endogenous NR4As to nearly all SEs identified. Further, DHE reprogrammed MED1 occupancy at a select subset of NR4A1-bound SEs and dismissed MED1 binding from a select group of SE-associated key leukemic oncogenic drivers whose transcription is repressed by both NR4A1 and DHE. Notably, the most significantly repressed SE-associated oncogenes identified in this study, including *MYC*, *BCL2* and *CDK6*, were previously shown to be highly sensitive to BET inhibitors^49^. Further, transcriptional repression by BET inhibitor JQ1 was highly correlated with the degree of MED1 loss from a subset of MED1-associated SEs^30^. These findings reveal that overlapping mechanisms underlie repression SE-dependent gene expression at the level of MED1 suppression by both BRD4 inhibition and NR4A activation.

Given the central role of *MYC* as a key oncogenic driver of AML, and the identification of a conserved SE predicted to control *MYC* expression in a broad range of cytogenetically distinct AMLs, we focused on this gene to understand how NR4A1 and DHE regulate SE-dependent *MYC* expression. Activation of the *MYC* SE is conserved between mouse and human AMLs^5,20,28,53^. Functional requirement for the SE in maintenance of MLL-AF9 driven murine AML has recently been demonstrated^19^ and we confirmed using CRISPR/Cas9 interference of the SE that this requirement extends to human MLL-AF9-driven AML. Upon forced expression of NR4A1 in human AML cells, we found that binding of NR4A1 at the *MYC* SE is sufficient to decommission the activation status of the SE by suppressing the recruitment of essential coactivators including BRD4, Mediator and p300, leading to loss of p300-dependent H3K27 acetylation and Pol 2-dependent eRNA transcription. NR4A suppression of SE activation also leads to loss of enhancer-promoter looping and recruitment of coactivators required for transcription progression at the *MYC* locus. Recruitment of coactivators to the *MYC* SE is dictated by enhancer-bound master hematopoietic transcription factors that recruit p300 to provide an acetylated platform for binding of BRD4 to maintain activation of the SE. Further, inhibition of p300 causes loss of H3K27 acetylation and suppression of BRD4 occupancy, leading to SE inactivation^20^. The NR4A1-dependent dismissal of p300, and reduction of H3K27Ac at the SE, therefore provides a mechanism underlying loss of BRD4 occupancy and SE deactivation. However, the precise mechanism by which NR4A1 recruitment promotes dismissal of p300 remains to be established.

As predicted by the comparative ability of DHE and JQ1 to dismiss MED1 and repress transcription of select SE-associated oncogenes including *MYC*, we found that DHE and JQ1 showed comparable efficacy in repressing SE-dependent expression of *MYC in vitro*, and suppressing growth of *MYC*-dependent MLL-rearranged human AML *in vivo* in a mouse xenograft model. DHE-dependent induction of endogenous NR4A expression closely recapitulated the SE-dependent mechanism of NR4A-driven *MYC* repression. Further, while JQ1 is a selective inhibitor of BET proteins^54^, it affected not only the enrichment of BRD4 at the *MYC* SE, but also dismissed Mediator and p300. This is consistent with previous studies showing that BET inhibition disrupts the binding of Mediator^30^, in addition to reducing the levels of active enhancer mark H3K27Ac at the *MYC* SE^53^. The comparable efficacy of DHE and JQ1 in mouse xenografts of human AML, and their overlapping molecular mechanisms of *MYC* suppression, predict that DHE may provide a viable alternative to BET inhibitors in select AML patients. While BET inhibitors function as suppressors of global super enhancer activity^13^, DHE selectively induces transcription of NR4A nuclear receptors^33^, which in turn bind to and suppress the activation status of a subset of AML SEs including the AML-selective *MYC* SE. Early clinical trials for BET inhibitors have thus far yielded mixed results^55^, and long-term BET inhibition has been associated with multiple toxicities in animal models^56^, in addition to BET inhibitor-induced drug resistance^53,57^. In contrast, DHE is a well-tolerated FDA approved drug and, as we highlighted in our recent study, long-term DHE administration has no negative impact on hematopoietic stem cell growth and differentiation in mice^33^. Combined, our results suggest that DHE administration may be a favorable alternative to BET inhibitors in AML patients with high super enhancer-driven *MYC* expression.

Finally, the *MYC* repressive effects of NR4A1 and DHE we observed in this study were cell-selective and not observed in leukemic cells lacking the *MYC* SE^53^. These findings, if substantiated in AML patient cohorts, suggest that epigenetic stratification of AML patients based on identification of a functional *MYC* SE, as measured by eRNA expression, may provide a viable approach to predict patient response to NR4A-directed therapy.

## Supplementary information

Supplementary information.

Supplementary information 2.

# Supplementary material for: Targeting Oncogenic Super Enhancers in MYC-Dependent AML Using a Small Molecule Activator of NR4A Nuclear Receptors
**Source:** Sci Rep. 2020 Feb 18;10:2851. doi: 10.1038/s41598-020-59469-3
**Supplement:** Supplementary file 1 — Supplementary information.

Title: Targeting Oncogenic Super Enhancers in *MYC*-Dependent AML Using a Small Molecule Activator of NR4A Nuclear Receptors

Authors: Steven G. Call,^{1,2} Ryan P. Duren,^{1,3} Anil K. Panigrahi,¹ Loc Nguyen,¹ Pablo R. Freire,^{1,2} Sandra L. Grimm,^{1,4,5} Cristian Coarfa,^{1,4,5} Orla M. Conneely^{1,4,*}

A**GFP Replicates**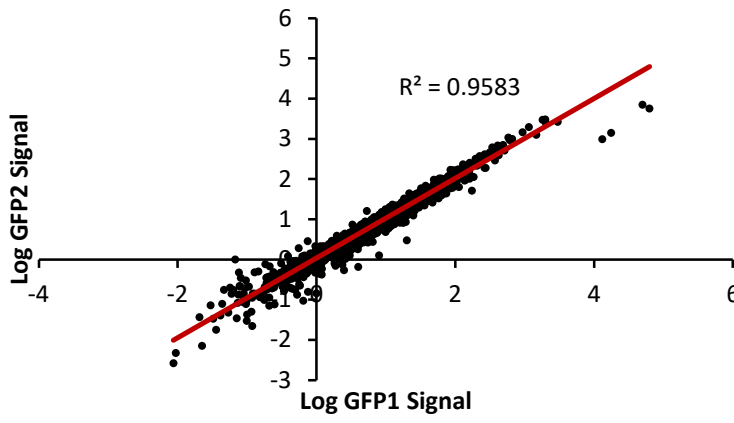**NR4A1 Replicates**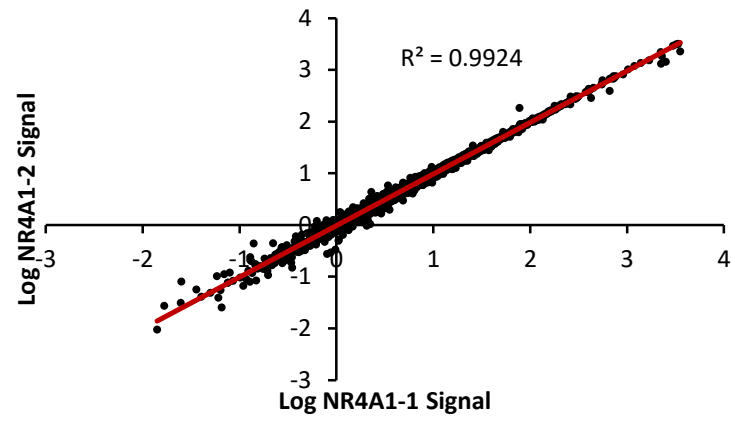**Veh Replicates**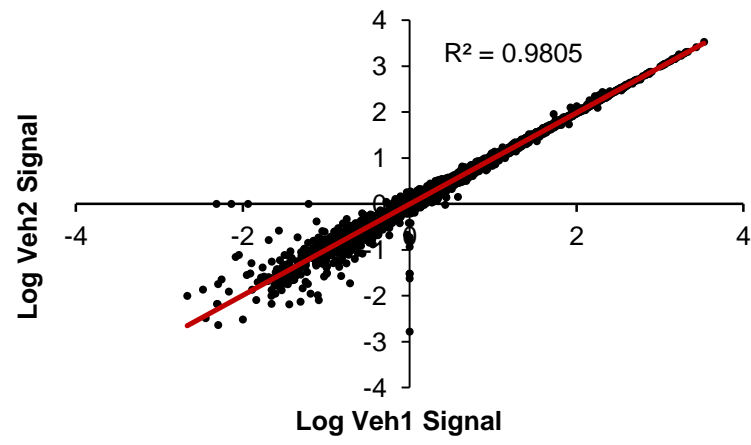**DHE Replicates**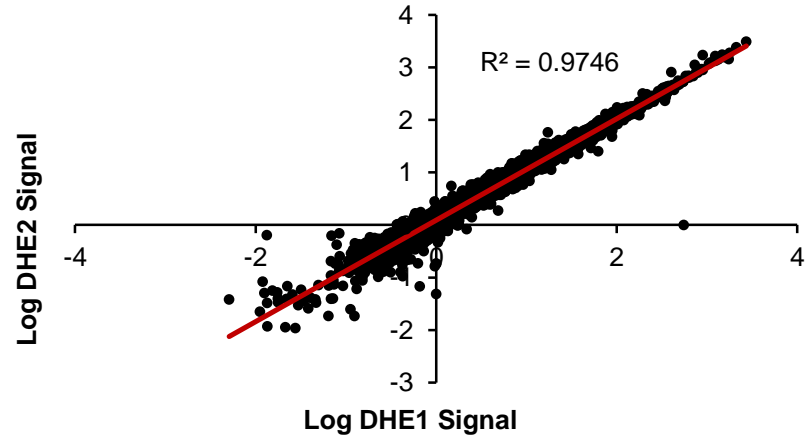**B**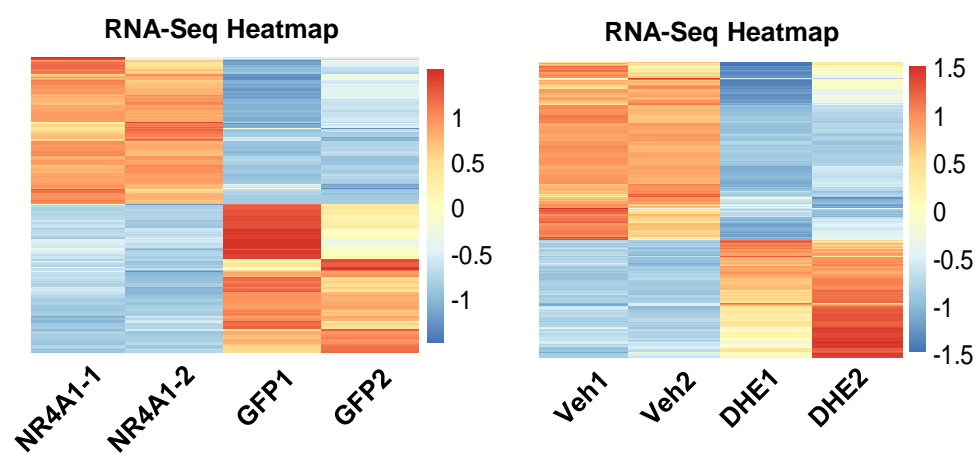

Supplemental Figure 1: RNA-Seq in MOLM-14 Cells with NR4A1 or DHE Treatment. For analysis of acute changes in gene expression in response to NR4A1 or DHE, MOLM-14 cells were electroporated with GFP control or NR4A1 IVT RNA, or treated with vehicle or 10uM DHE, and incubated for 6 hours. (A) Correlation between RNA-Seq treatment replicates (GFP/NR4A1, Veh/DHE) calculated using R^2 . (B) Heatmap summary of RNA-Seq data, highlighting top 500 upregulated and downregulated genes at 6 hours following electroporation with GFP/NR4A1, or treatment with Veh/DHE.

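Ribosomal RNA related transcripts, annotated small genes that lie in or resemble the ribosomal RNA precursor, made up 24.5% of the TPM in GFP replicate 1 and 6.15% in DHE replicate 2. Their share was 2.19% in GFP replicate 2 and 1.03% in DHE replicate 1, and it lay between 0.630% and 0.987% in the other 4 libraries. Some of these transcripts were listed after Supplemental Table 1 had shown them much higher in GFP replicate 1. Their excess there, and their fall with NR4A1 RNA below, are therefore not independent results. The median of the 8 such transcripts tested was 3.34 higher on the log2 scale in GFP replicate 1 than in replicate 2, and 2.10 higher in DHE replicate 2 than in replicate 1. The 13 protein genes of mitochondrial DNA followed, with medians of 1.61 and 1.26, while the 78 cytosolic ribosomal proteins (-0.24 and -0.14) and the 19 replication dependent histones (-0.28 and -0.11) were lower in the same 2 libraries. Between the NR4A1 replicates and between the vehicle replicates, the medians of these last 3 lists lay between -0.03 and 0.02. The squared Pearson correlation of log10 TPM between replicates, over genes above 0 in both, was 0.949 for GFP, 0.962 for NR4A1, 0.962 for vehicle and 0.949 for DHE. Over 7726 protein-coding genes with a mean of at least 5 scaled TPM, the SD of the log2 difference between replicates was 0.28 for GFP and 0.24 for DHE, against 0.11 for NR4A1 and 0.10 for vehicle. Over the same genes, the GFP difference (replicate 1 minus 2) and the DHE difference (replicate 1 minus 2) had a Pearson correlation of -0.547. In the comparison with NR4A1 RNA, the ribosomal RNA related transcripts and the mitochondrial genes were lower by camera (adjusted p = 0.043 and 0.043, medians -3.05 and -1.31; adjusted p = 0.70 and 0.70 with an estimated correlation). Limma called 0 members of either, also adjusted over the list alone, and gave 4 and 2 an unadjusted p under 0.05. Without GFP replicate 1, the medians were -1.42 and -0.59 (adjusted p = 0.61 and 0.56). Without DHE replicate 2, the median of the ribosomal RNA related transcripts was -3.33 (adjusted p = 0.064). Without either NR4A1 or either vehicle library the adjusted p lay between 0.050 and 0.067 for both lists, with medians between -2.73 and -3.37 and between -1.27 and -1.35. Scaled without the ribosomal RNA related transcripts, the lists did not pass (adjusted p = 0.14 and 0.17), nor with only the 4 libraries compared (0.075 and 0.099). The ribosomal RNA related transcripts did not pass with no filter (adjusted p = 0.11) or a filter of 5 TPM (0.055). Without GFP replicate 1 and DHE replicate 2 together, chosen after seeing the data, the mitochondrial genes had a median of -0.59 and passed (adjusted p = 3.1e-04), with 7 of the 13 called lower, while the ribosomal RNA related transcripts did not (adjusted p = 0.19). The ribosomal proteins and histones were higher by camera (adjusted p = 7.9e-07 and 0.0052; adjusted p = 0.70 and 0.65 with an estimated correlation), with 0 called by limma over all genes or the list alone, and 2 of each at an unadjusted p under 0.05. With DHE, the histones were higher (camera adjusted p = 0.028, and adjusted p = 0.58 with an estimated correlation) and the ribosomal proteins lower (camera adjusted p = 0.0077, and adjusted p = 0.78 with an estimated correlation), while the mitochondrial genes and ribosomal RNA related transcripts did not pass (camera adjusted p = 0.77 and 0.28). The median of the mitochondrial genes with DHE turned from 0.39 to -0.17 without GFP replicate 1 and DHE replicate 2 together, and the list passed as lower (adjusted p = 0.027). Limma called 0 members of these 4 lists with DHE, also adjusted over the list alone, with 5, 8, 1 and 0 at an unadjusted p under 0.05. The histones did not pass without DHE replicate 1 (adjusted p = 0.12) or vehicle replicate 2 (0.074) or with no rescaling (0.060). The ribosomal proteins did not pass without DHE replicate 2 (adjusted p = 0.38), without it and GFP replicate 1 (0.062) or with a filter of 5 TPM (0.066). Of 18 T and B lymphocyte markers, 6 reached the level for testing, among them NKG7 at 12.2 to 22.7 scaled TPM over the 8 libraries. Of 18 erythroid and megakaryocyte markers, EPOR alone reached the level for testing, and of 14 epithelial and fibroblast markers, KRT8 and KRT18 did; limma called none of these 3 in either experiment.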

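Among genes of at least 5 mean scaled TPM, the largest rises with DHE included GPAT3, an enzyme of triglyceride synthesis, from 0.404 to 20.9 scaled TPM (log2 fold change 4.56, standard error 0.16, adjusted p = 6.7e-05 from limma), the transcription factor STAT4 (4.44), the cytokine receptor CRLF2 (4.19), the spermine oxidase SMOX (4.03) and IQSEC3 (3.98). TRGJP1 and TRGJP2, joining segments of the T cell receptor gamma locus that are too short for firm TPM, were also among them, and TRGJP2 is listed at 0 in both vehicle libraries. By the same limit, the largest falls after MYC and NOP16 included CD3EAP, a subunit of RNA polymerase I (-2.68), the nucleolar CCDC86 (-2.59), RRP9 (-2.56) and RRS1 (-2.39), and the mitochondrial helicase TWNK (-2.43). The genes called higher with DHE had a median log2 fold change of 0.87, and those called lower one of -0.90, with 125 and 79 of them changed more than 4-fold. Of 13 cAMP and CREB targets, 5 rose and 1 fell with DHE (the same adjusted over the list alone), with rises in CREM, a CREB family repressor (2.45), the phosphodiesterase PDE4B (2.46) and the neuropeptide precursor VGF (3.47). Camera gave an adjusted p of 0.015, and the adjusted p was 0.14 with an estimated correlation. Of 28 genes of the interferon response, 9 rose and none fell (the same adjusted over the list alone), among them STAT2 (1.53), MX2 (2.18) and IRF9 (1.25). Camera gave adjusted p = 0.0088, and adjusted p = 0.11 with an estimated correlation. Of 17 heat shock proteins, 7 fell and 1 rose (the same adjusted over the list alone), with falls in the chaperonin HSPE1 (-1.15) and the immunophilin FKBP4 (-0.94). The list passed camera (adjusted p = 8.9e-05, and adjusted p = 0.23 with an estimated correlation). Of 10 granulocyte precursor genes, 4 fell (4 adjusted over the list alone), among them the azurophil granule genes MPO (-0.71) and PRTN3 (-0.88) and MS4A3 (-1.13). Their camera adjusted p was 2.5e-04, with adjusted p = 0.11 with an estimated correlation. In the integrated stress response, 3 of 32 genes rose and 7 fell (the same adjusted over the list alone; camera adjusted p = 0.028, lower, and adjusted p = 0.14 with an estimated correlation), with WARS, a tRNA synthetase that interferon also induces, among the rises (2.47) and STC2 among the falls (-2.05). Of 6 T and B lymphocyte markers tested, 4 rose (4 adjusted over the list alone). Among them, GZMB is listed at 0 in both vehicle libraries and at 2.06 scaled TPM with DHE. The log2 fold change was 0.60 for NKG7 and 1.08 for TRAC. The list passed camera (adjusted p = 0.028, and adjusted p = 0.18 with an estimated correlation). The cAMP list did not pass without DHE replicate 1 (adjusted p = 0.12) or 2 (0.11), nor the lymphocyte markers (0.11 and 0.43), and the same held for both lists without GFP replicate 1 and DHE replicate 2 together, chosen after seeing the data (0.079 and 0.36). The lymphocyte markers did not pass with no filter (adjusted p = 0.084) or a filter of 5 TPM (0.39). The integrated stress response did not pass without DHE replicate 2 (adjusted p = 0.091), with the ribosomal RNA related transcripts left out of the scaling (0.065) or with a filter of 5 TPM (0.16). Lists that did not pass camera with DHE held called genes as well. Of 20 genes of the MLL leukaemia program, 3 rose, HOXA5 (0.86) among them, and 3 fell, FLT3 (-0.95) among them (camera adjusted p = 0.11). Of 14 BCL2 family genes, 3 fell and 1, BMF (2.46), rose (camera adjusted p = 0.56). Of 22 p53 targets, 4 rose and 2 fell (camera adjusted p = 0.59), with CDKN1A at 0.70 and AEN at -1.89. Of 28 immediate early genes, 6 rose and 5 fell (camera adjusted p = 0.59). Of 16 NF-kB genes and inflammatory cytokines, 4 rose, NFKB2 (1.35) among them, and 2 fell (camera adjusted p = 0.77). Of 12 genes of fatty acid synthesis, 3 rose, ACSS2 (1.02), ME1 (0.90) and FADS1 (0.69) (camera adjusted p = 0.34). Of 21 glycolytic genes, 2 fell, HK2 (-1.45) and PFKP (-0.86) (camera adjusted p = 0.10). Among 35 genes of DNA replication, E2F2 (0.73) rose and the uracil glycosylase UNG fell (camera adjusted p = 0.59). Among 22 genes of protein folding, transport and degradation in the endoplasmic reticulum, the regulator XBP1 (-1.02) and CALR (-0.92) fell (camera adjusted p = 0.72). Adjusted over the list alone, these counts differed for 2 lists, with 6 immediate early genes lower and 5 NF-kB genes higher. The median of the BCL2 family changes sign with the scaling. Of the other members of these lists, some of them named after their values were seen, RGS2, THBD, BAG3, DDIT4, PPP1R15A, CD8A, SENP6, CPEB2, TP53I3, TP53INP1, BTG2, RELB, CCL22 and CD83 rose, while PER1, ELANE, CDK6, MYB, BIK, BID, PLK3, FOSL1, JUNB, DUSP2, SPRY2, SPRED1, TNFAIP3 and TNF fell.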

A

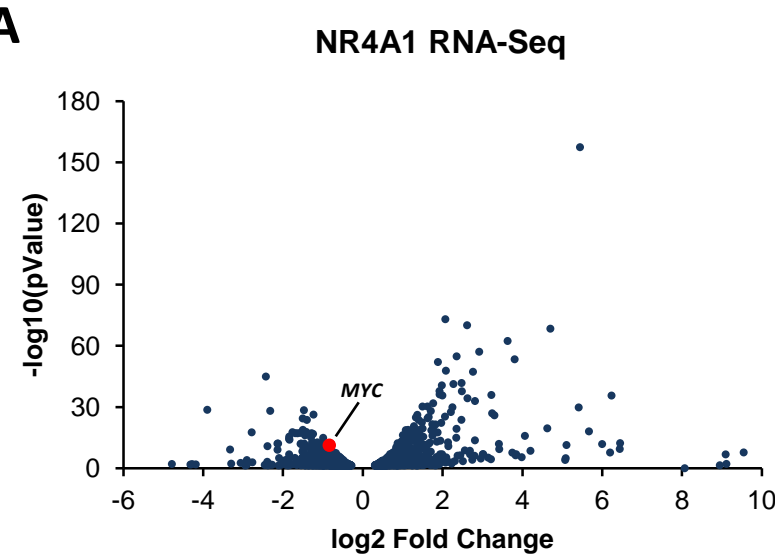

B

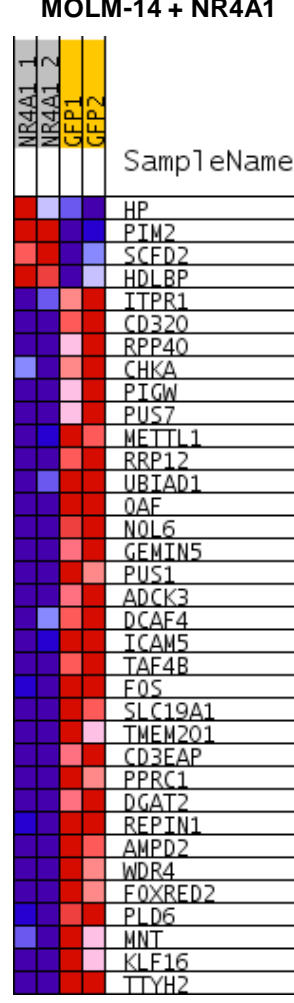

C

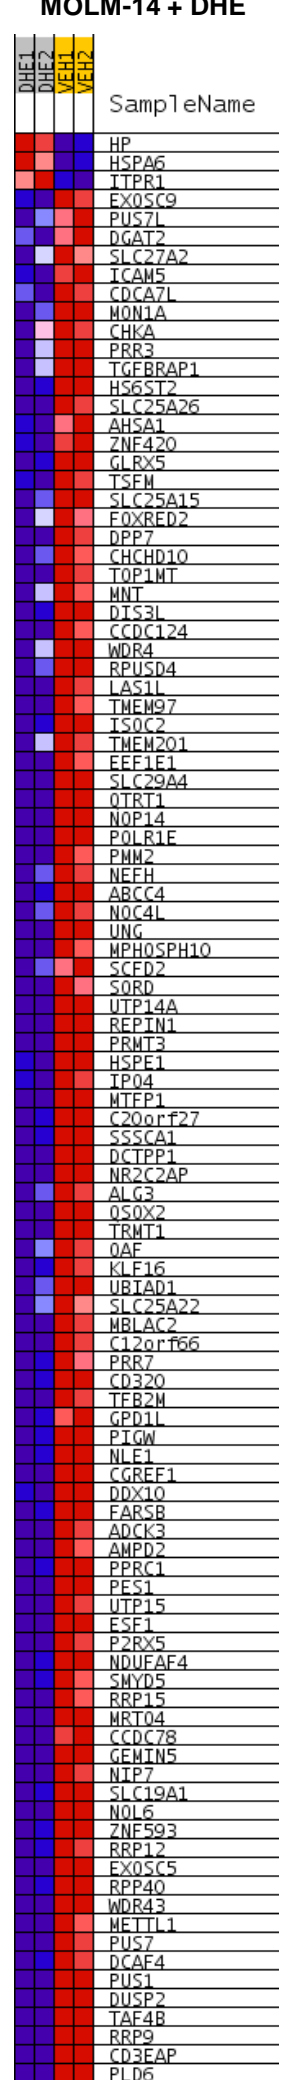

Supplemental Figure 2: NR4A1 and DHE similarly suppress MYC pathway genes. (A) Volcano plot summary of RNA-Seq results in MOLM-14 with GFP and NR4A1 IVT RNA. The red dot highlights MYC as a significantly repressed target of NR4A1. (B-C) RNA-Seq heatmaps generated using GenePattern from the Broad Institute, highlighting genes within the MYC pathway affected by NR4A1 (B) or DHE treatment (C).

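After NR4A1 itself (log2 fold change 7.75, standard error 0.11, adjusted p = 7.8e-06 from limma), the largest rises with NR4A1 RNA among called genes of at least 5 mean scaled TPM were in TREM2, from 1.38 ± 0.178 to 57.5 ± 0.844 scaled TPM (SD, n = 2), the semenogelin SEMG1 (3.64), the muscle enolase ENO3 (log2 fold change 3.48, standard error 0.23, adjusted p = 0.0017 from limma), C20orf82 (2.95), the cathepsin CTSL (2.86) and the tubulin TUBA8 (2.63). With DHE, ENO3 had a log2 fold change of 0.42 (limma adjusted p = 0.21) and TUBA8 of -0.15 (0.52), and both differed between the experiments (interaction adjusted p = 0.0051 and 0.0029 from limma). By the same limit, the largest falls that no near-identical copy makes uncertain were in ALDH1A3, the ligand WNT7B (-1.82), the sialyltransferase ST3GAL4 (-1.53), the neurotensin receptor NTSR1 (-1.51), P2RY2, CHST13 (-1.41) and the transcription factor BCL11A (-1.41). At any level, 44 of the 380 genes called higher and 24 of the 325 called lower changed more than 4-fold. Of 22 genes of protein folding, transport and degradation in the endoplasmic reticulum, 7 were called higher and none lower (7 adjusted over the list alone). HERPUD1 stood at 23.2 scaled TPM with GFP RNA and 80.8 with NR4A1 RNA (log2 fold change 1.78, standard error 0.07, adjusted p = 3.4e-04 from limma). DNAJB9 had a log2 fold change of 1.49 and MANF one of 0.97. The list passed camera (adjusted p = 7.3e-11, median 0.46), and adjusted p = 0.11 with an estimated correlation. Of 32 genes of the integrated stress response, which responds to amino acid supply, 2 were called, the amino acid transporters SLC7A5 (-0.94) and SLC7A11 (-0.75), both lower (4 lower adjusted over the list alone; camera adjusted p = 0.015, and adjusted p = 0.19 with an estimated correlation). Of 28 immediate early genes, 3 were called lower, JUNB (-0.70), FOSL2 (-0.78) and FOS (-0.77), and 1 higher (4 and 1 adjusted over the list alone). Of 13 cAMP and CREB targets, 2 were higher, 1 of them NR4A1, and 2 lower, FOS and the clock gene PER1 (-1.16). Of 28 interferon response genes, 2 were higher, OAS1 (1.29) and USP18 (0.81), and 2 lower, XAF1 (-0.89) and OAS2, named after its values were seen (2 and 3 adjusted over the list alone). Of 21 glycolytic genes, ENO3 rose, and the glucose transporter SLC2A1 (-0.69) and hexokinase HK2 (-1.15) fell (2 higher and 3 lower adjusted over the list alone). In the BCL2 family BIK rose and BCL2 fell, among NF-kB genes CD83 rose, and of 35 genes of DNA replication the licensing factor CDC6 (0.79) rose. None of these 7 lists passed camera (adjusted p = 0.37, 0.73, 0.44, 0.64, 0.57, 0.90 and 0.73), and the median of the glycolysis, BCL2 family and DNA replication lists changes sign with the scaling. Nothing was called over all genes in the heat shock proteins, the MLL leukaemia program, the p53 targets, the granulocyte precursors, the fatty acid synthesis genes or the lymphocyte markers (camera adjusted p = 0.73, 0.64, 0.73, 0.26, 0.57 and 0.57). At an unadjusted p under 0.05, limma gave 4, 11, 6, 1, 2 and 1 of their genes, and 1 gene of the MLL leukaemia program was higher adjusted over the list alone. Of the other members called, named after their values were seen, PHLDA1 and PDE4D rose. Of 59 genes chosen for naming and called with NR4A1 RNA, 22 kept their call without NR4A1 replicate 1, 21 without NR4A1 replicate 2, 42 without GFP replicate 1 and 57 without GFP replicate 2, and 47 without either vehicle library; 0 changed direction.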

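The 57 MYC targets are genes of ribosome assembly and growth. They were listed before the deposited data were examined, but after Supplemental Table 1 had been seen. Of them, 50 were called lower and 1 higher with DHE, and 7 lower and none higher with NR4A1 RNA. Adjusted over the list alone, these counts were 50, 1, 8 and 0. The medians were -1.34 and -0.33, and 54 and 47 of the 57 genes had a negative log2 fold change. NOP16 fell from 58.0 ± 0.261 to 8.47 ± 0.598 scaled TPM (SD, n = 2) with DHE (limma adjusted p = 6.7e-05) and from 47.3 ± 3.01 to 31.3 ± 0.289 with NR4A1 RNA (log2 fold change -0.58, standard error 0.07, adjusted p = 0.0099 from limma). The tRNA synthetase subunit FARSA (-1.88 and -0.60) and the nucleoside transporter SLC29A2 (-0.97 and -0.90) also fell in both, while MYBBP1A and UTP20 had log2 fold changes of -0.53 and -0.45 with NR4A1 RNA (limma adjusted p = 0.011 and 0.0093), each less than 1.5-fold. Of 34 subunits and factors of RNA polymerase I and III, 14 were called lower with DHE and 4 with NR4A1 RNA, and none higher, also adjusted over the list alone. POLR1B fell by 1.78 with DHE and 0.92 with NR4A1 RNA, POLR1A by 1.35 and 0.59, and the polymerase I subunit CD3EAP by 0.87 with NR4A1 RNA. POLR3E fell with DHE (-1.51). Of the MYC targets, PLK4 rose with DHE, named after its values were seen. By camera, the MYC targets were lower with DHE (adjusted p = 1.7e-24) and with NR4A1 RNA (adjusted p = 8.4e-09), and the polymerase list likewise (adjusted p = 1.8e-07 and 0.0035). With an estimated correlation, the adjusted p was 0.075 and 0.21 for the MYC targets and 0.075 and 0.15 for the polymerases. The difference between the experiments passed an adjusted p under 0.05 and exceeded 1.5-fold for 43 of the 57 MYC targets. All 43 were lower with DHE than with NR4A1 RNA. Adjusted over the list alone, 44 were lower and 1 higher. Camera gave the difference an adjusted p of 1.8e-21, and 0.14 with an estimated correlation. Without GFP replicate 1 and DHE replicate 2, an alternative chosen after seeing the data, 48 MYC targets were lower with DHE and 7 with NR4A1 RNA. The list is not the gene set of Fig. 1B, which was not used here.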

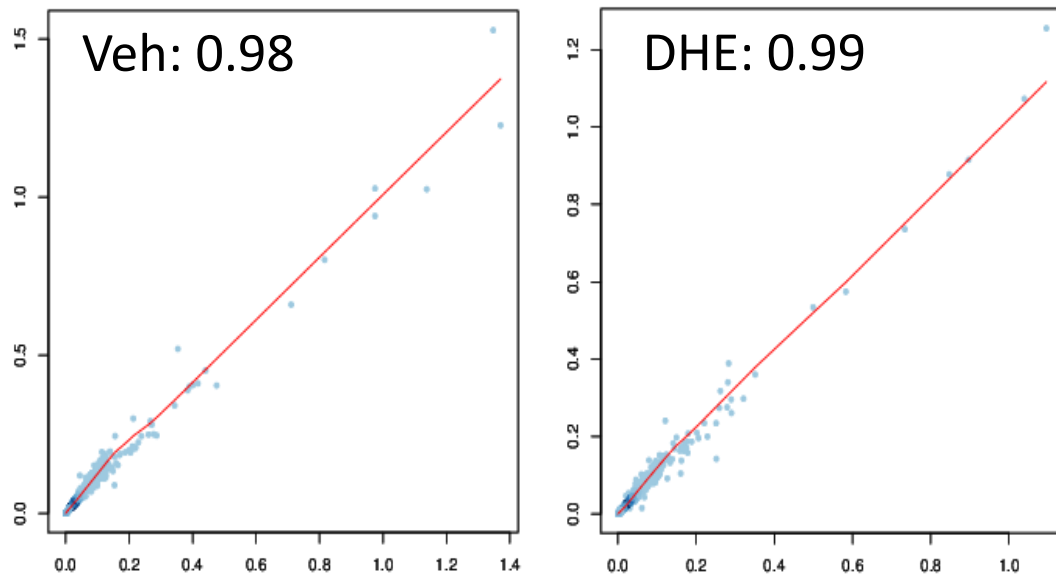

Supplemental Figure 3: Correlation of MED1 ChIP-Seq replicates.
Pearson correlation of MED1 vehicle and DHE ChIP-Seq replicates.

A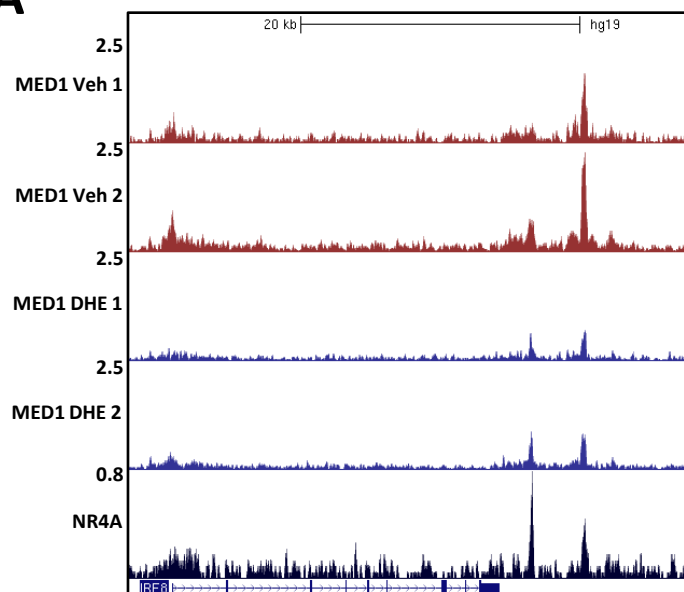**B**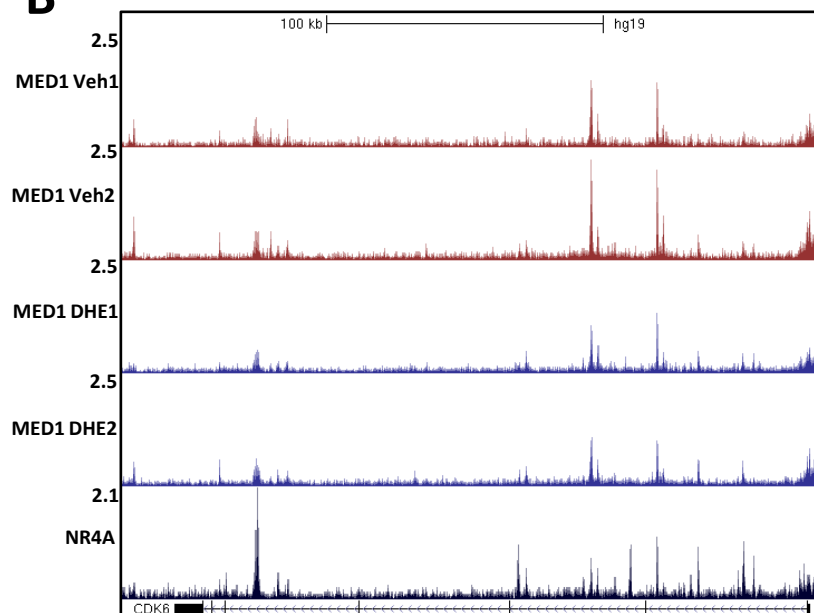**C**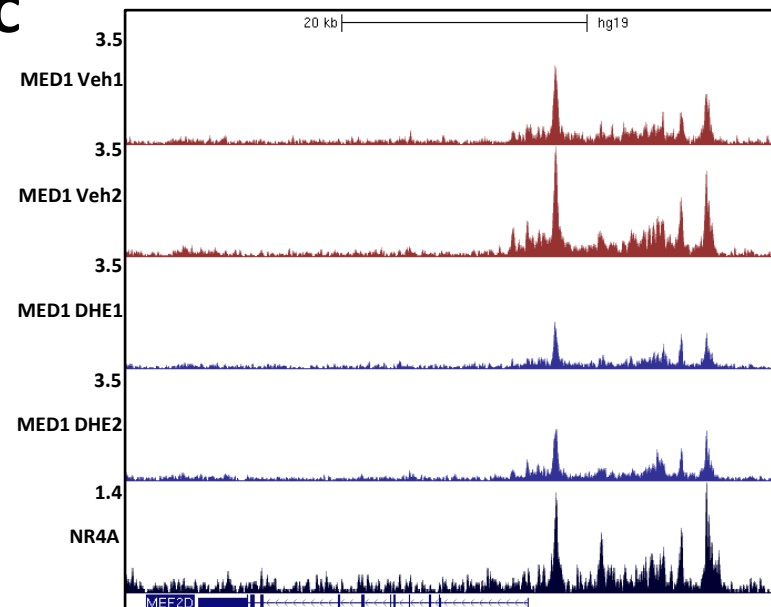**D**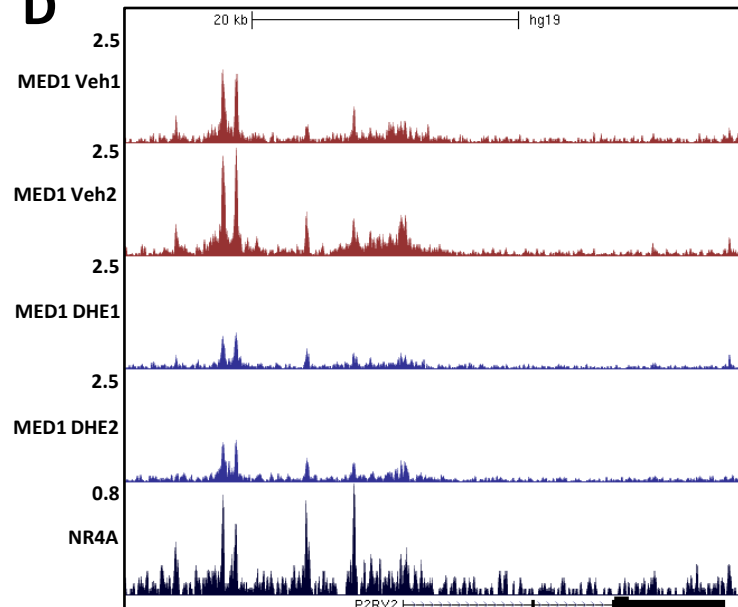**E**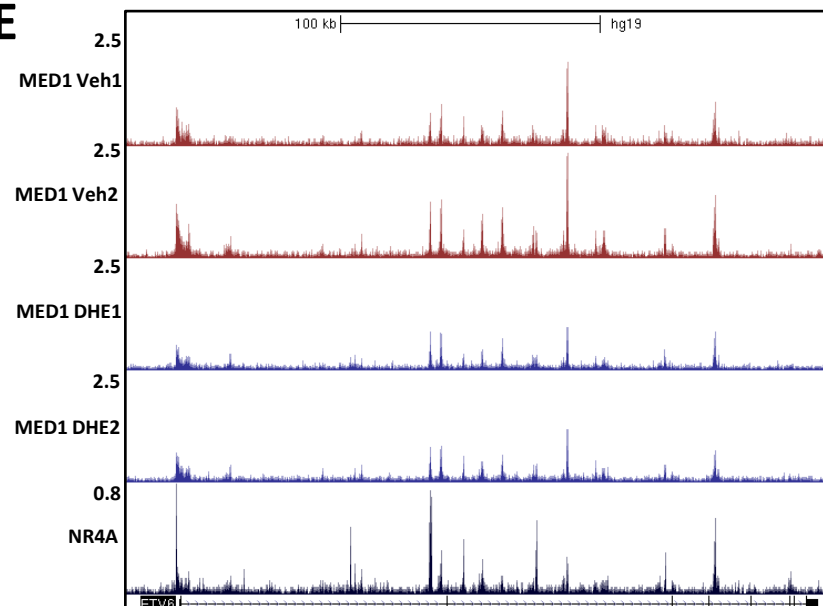**F**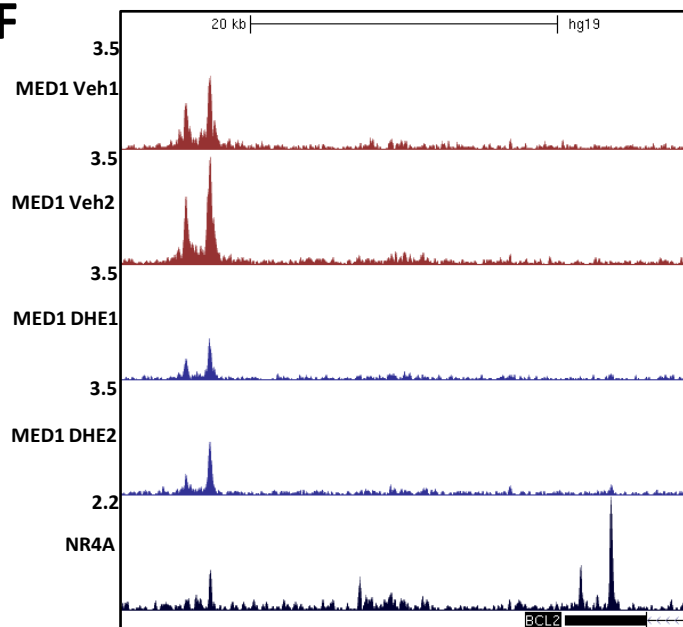

Supplemental Figure 4: DHE reduces MED1 signal across a subset of super enhancers in MOLM-14 cells. (A-F) UCSC Genome Browser ChIP-Seq screenshots for MED1 in MOLM-14 with Veh, or DHE treatment, in addition to ChIP-Seq for NR4A in MOLM-14 treated with DHE. These screenshots show loss of Mediator signal with DHE treatment at super enhancers regulating (A) *IRF8*, (B) *CDK6*, (C) *MEF2D*, (D) *P2RY2*, (E) *ETV6*, and (F) *BCL2*. Inclusion of NR4A ChIP-Seq highlights overlap of NR4A peaks with sites of MED1 loss.

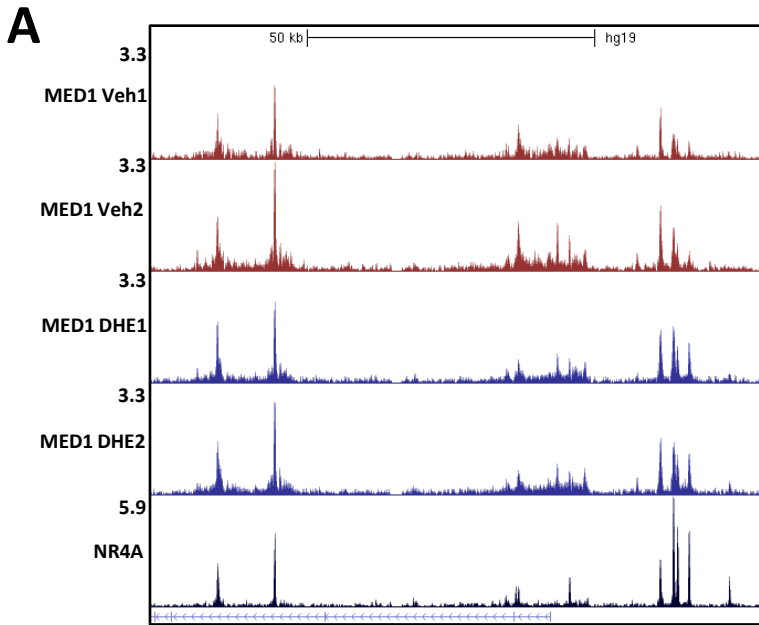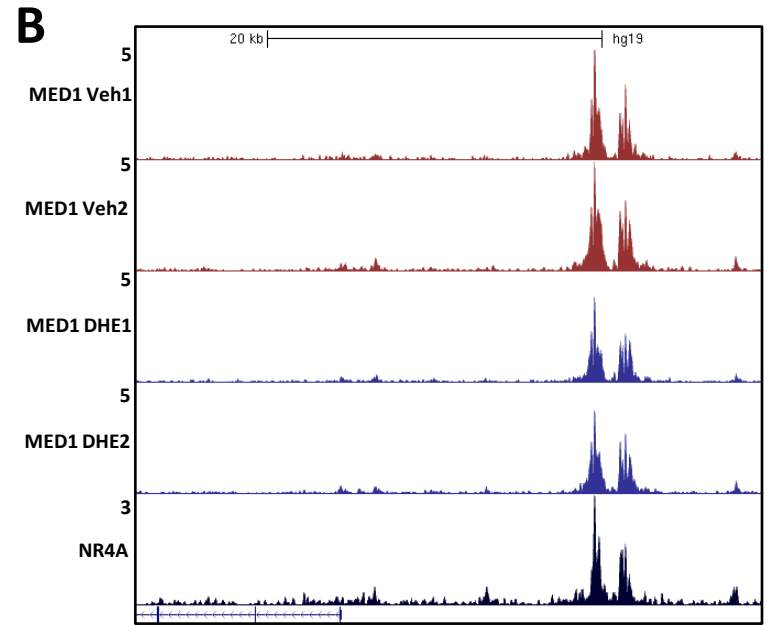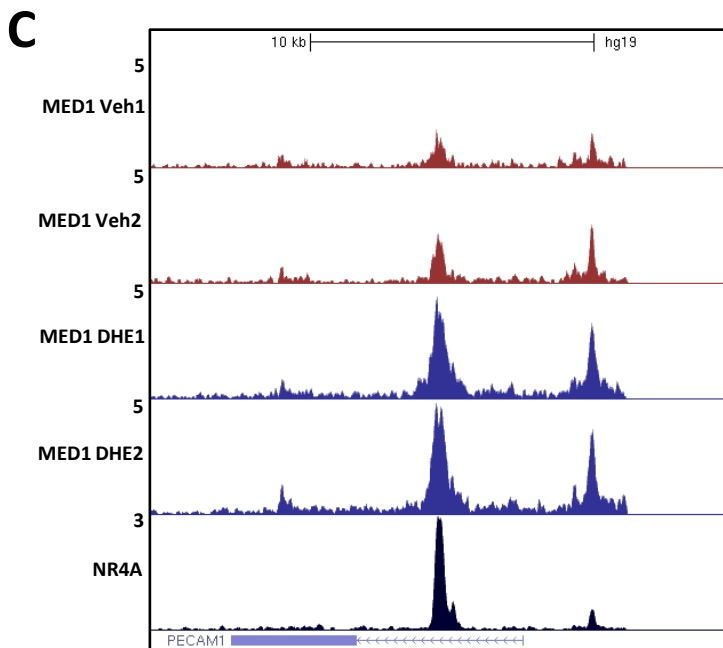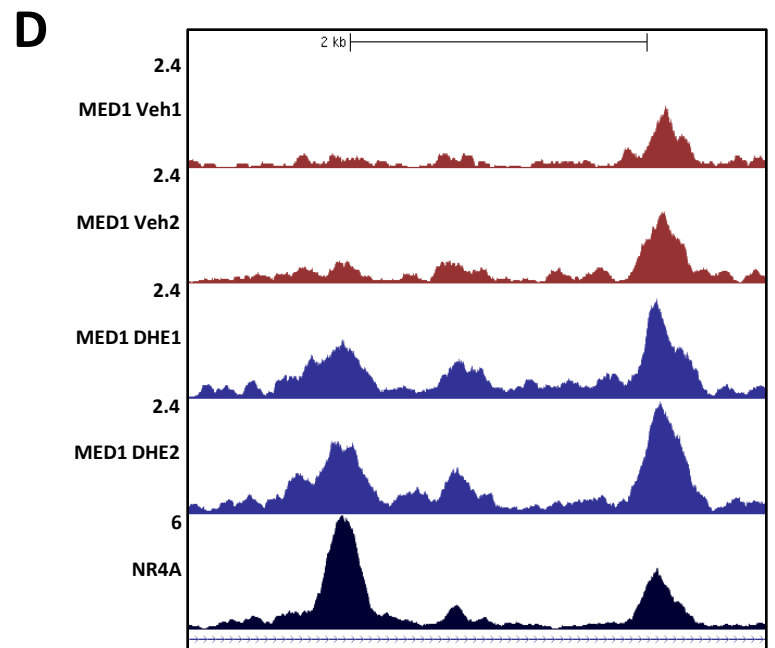

Supplemental Figure 5: NR4As are also associated with SEs that are unchanged or enhanced by DHE treatment. UCSC genome browser screenshots of super enhancers unchanged by DHE treatment include (A) *ATP8B4* and (B) *GRAP*. Screenshots of super enhancers that have increased signal in response to DHE treatment include (C) *PECAM1* and (D) *UBAC2*.

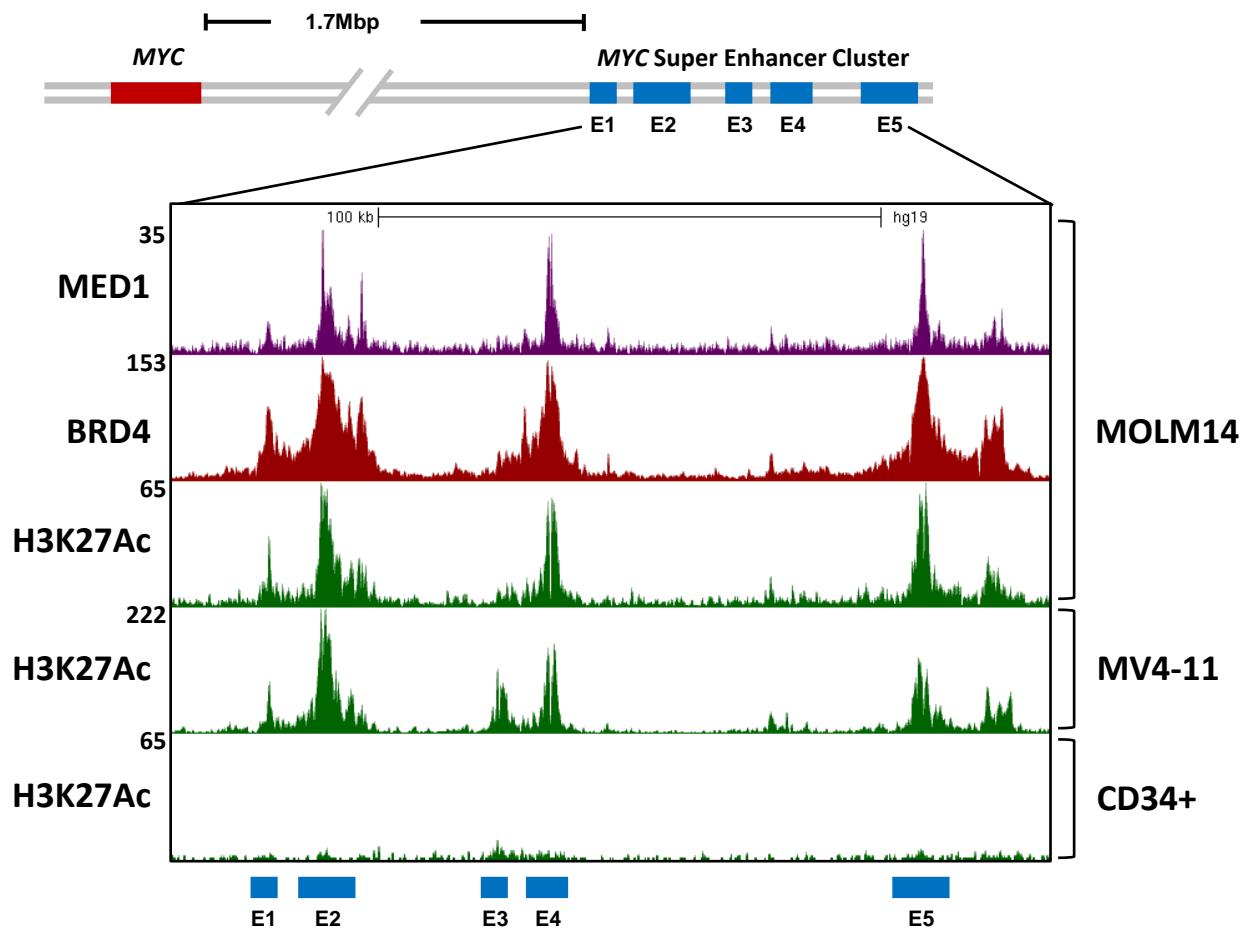

Supplemental Figure 6: An AML-selective *MYC* super enhancer is identified by its coactivator enrichment. (A) ChIP-seq for MED1, BRD4 and H3K27Ac in MOLM-14 human AML cells, compared to ChIP-Seq for H3K27Ac in MV4-11 cells and H3K27Ac in CD34+ human hematopoietic stem/progenitor cells, showing the activation status of the enhancer landscape is specific to AML.

ChIP-Seq for MED1, BRD4 and H3K27Ac in MOLM-14, and ChIP-Seq for H3K27Ac in MV4-11, were obtained from the following reference:

Pelish, H. E., Liao, B. B., Nitulescu, I., Tangpeerachaikul, A., Poss, Z. C., Da Silva, D. H., Caruso, B. T., Arefolov, A., Fadeyi, O., Christie, A. L., et al. 2015. Mediator kinase inhibition further activates super-enhancer-associated genes in AML. *Nature*, 526, 273-6.

ChIP-Seq for CD34+ H3K27Ac was obtained from the following reference:

Chacon, D., Beck, D., Perera, D., Wong, J. W. & Pimanda, J. E. 2014. BloodChIP: a database of comparative genome-wide transcription factor binding profiles in human blood cells. *Nucleic acids research*, 42, D172-7.

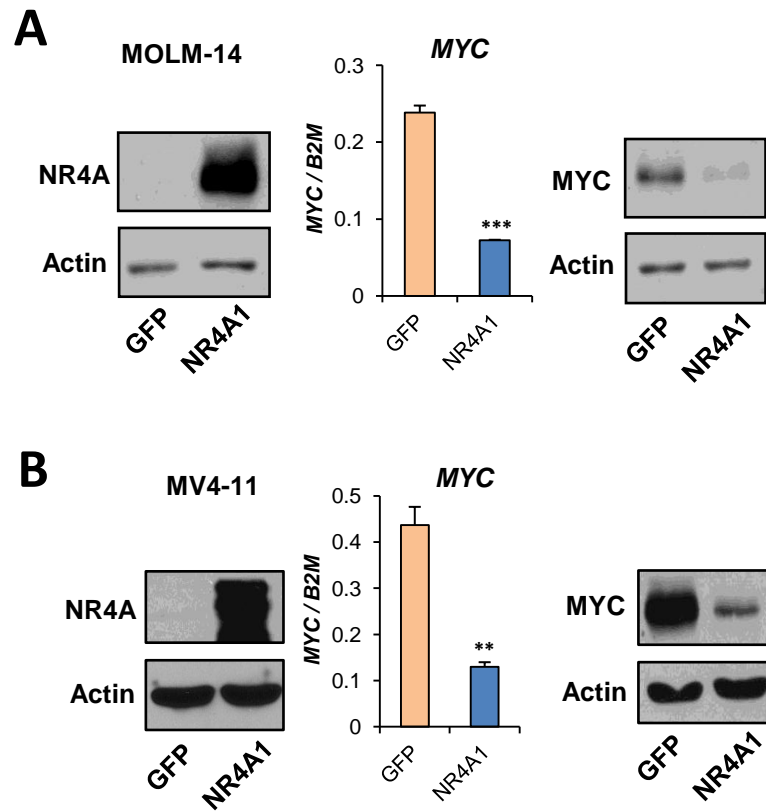

Supplemental Figure 7: NR4A1 suppresses *MYC* in MLL-rearranged human AML cell lines. RT-qPCR and Western blot analysis of NR4A1-dependent repression of *MYC* mRNA and protein in (A) MOLM-14 and (B) MV4-11 AML cells. *** $p < 0.001$, ** $p < 0.01$ compared to GFP controls.

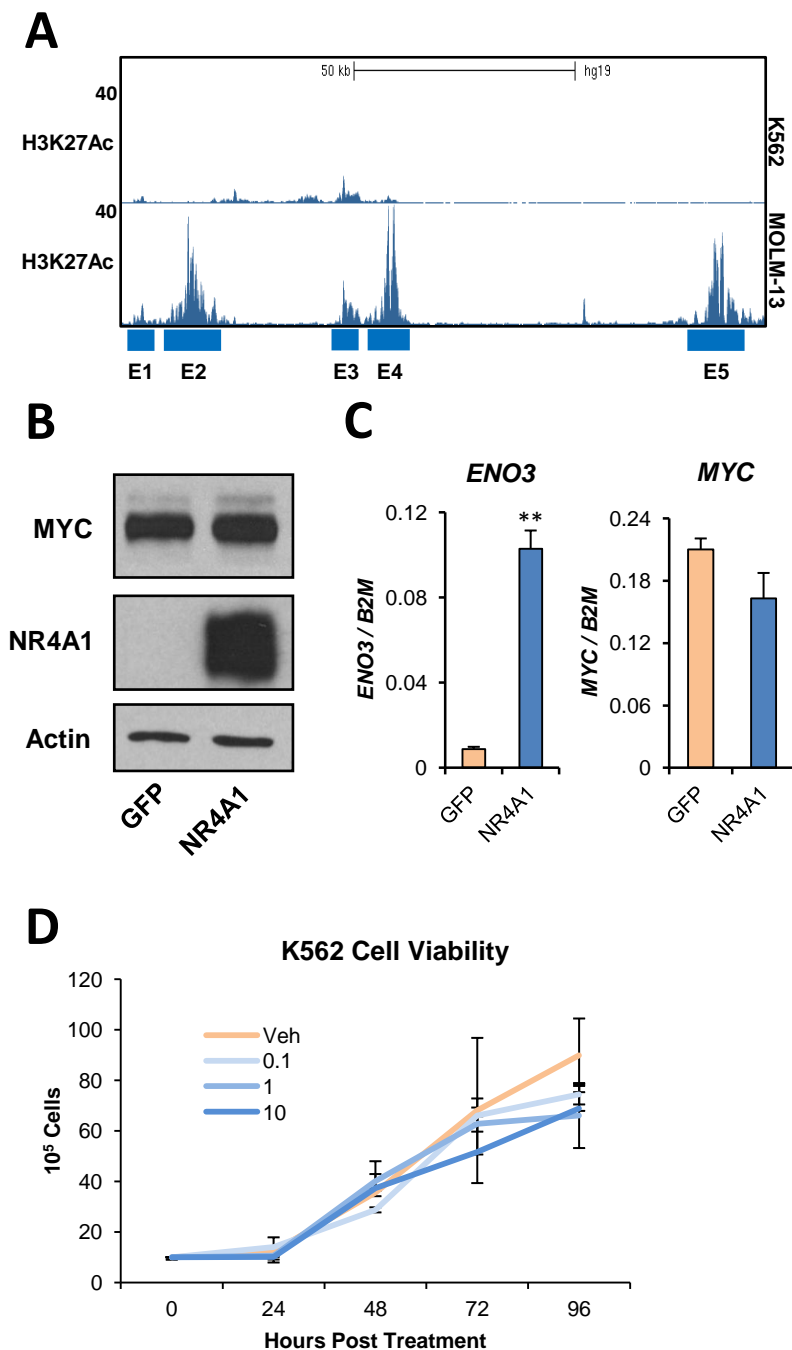

Supplemental Figure 8: K562 chronic myeloid leukemia cells lacking *MYC* SE activity are unresponsive to either NR4A1 expression or DHE treatment. (A) ChIP-Seq for H3K27Ac in K562 chronic myeloid leukemia (CML) cells compared to MOLM-13 AML cells, showing absence of active *MYC* SE landscape at this genomic region in K562. (B) MYC and NR4A1 protein levels in K562 cells with NR4A1 IVT RNA expression and measured using western blot. (C) RT-qPCR for *MYC* and *ENO3* transcript levels in K562 with IVT NR4A1. *ENO3* is a known upregulated target of NR4As in AML cells. (D) Cell viability measured in K562 treated with vehicle or DHE (0.1, 1.0, or 10 μ M doses) for 96 hours. ** $p < 0.01$ compared to GFP controls.

ChIP-Seq for H3K27Ac in MOLM-13 and K562 was obtained from the following reference:

Rathert, P., Roth, M., Neumann, T., Muerdter, F., Roe, J. S., Muhar, M., Deswal, S., Cerny-Reiterer, S., Peter, B., Jude, J., et al. 2015. Transcriptional plasticity promotes primary and acquired resistance to BET inhibition. *Nature*, 525, 543-7.

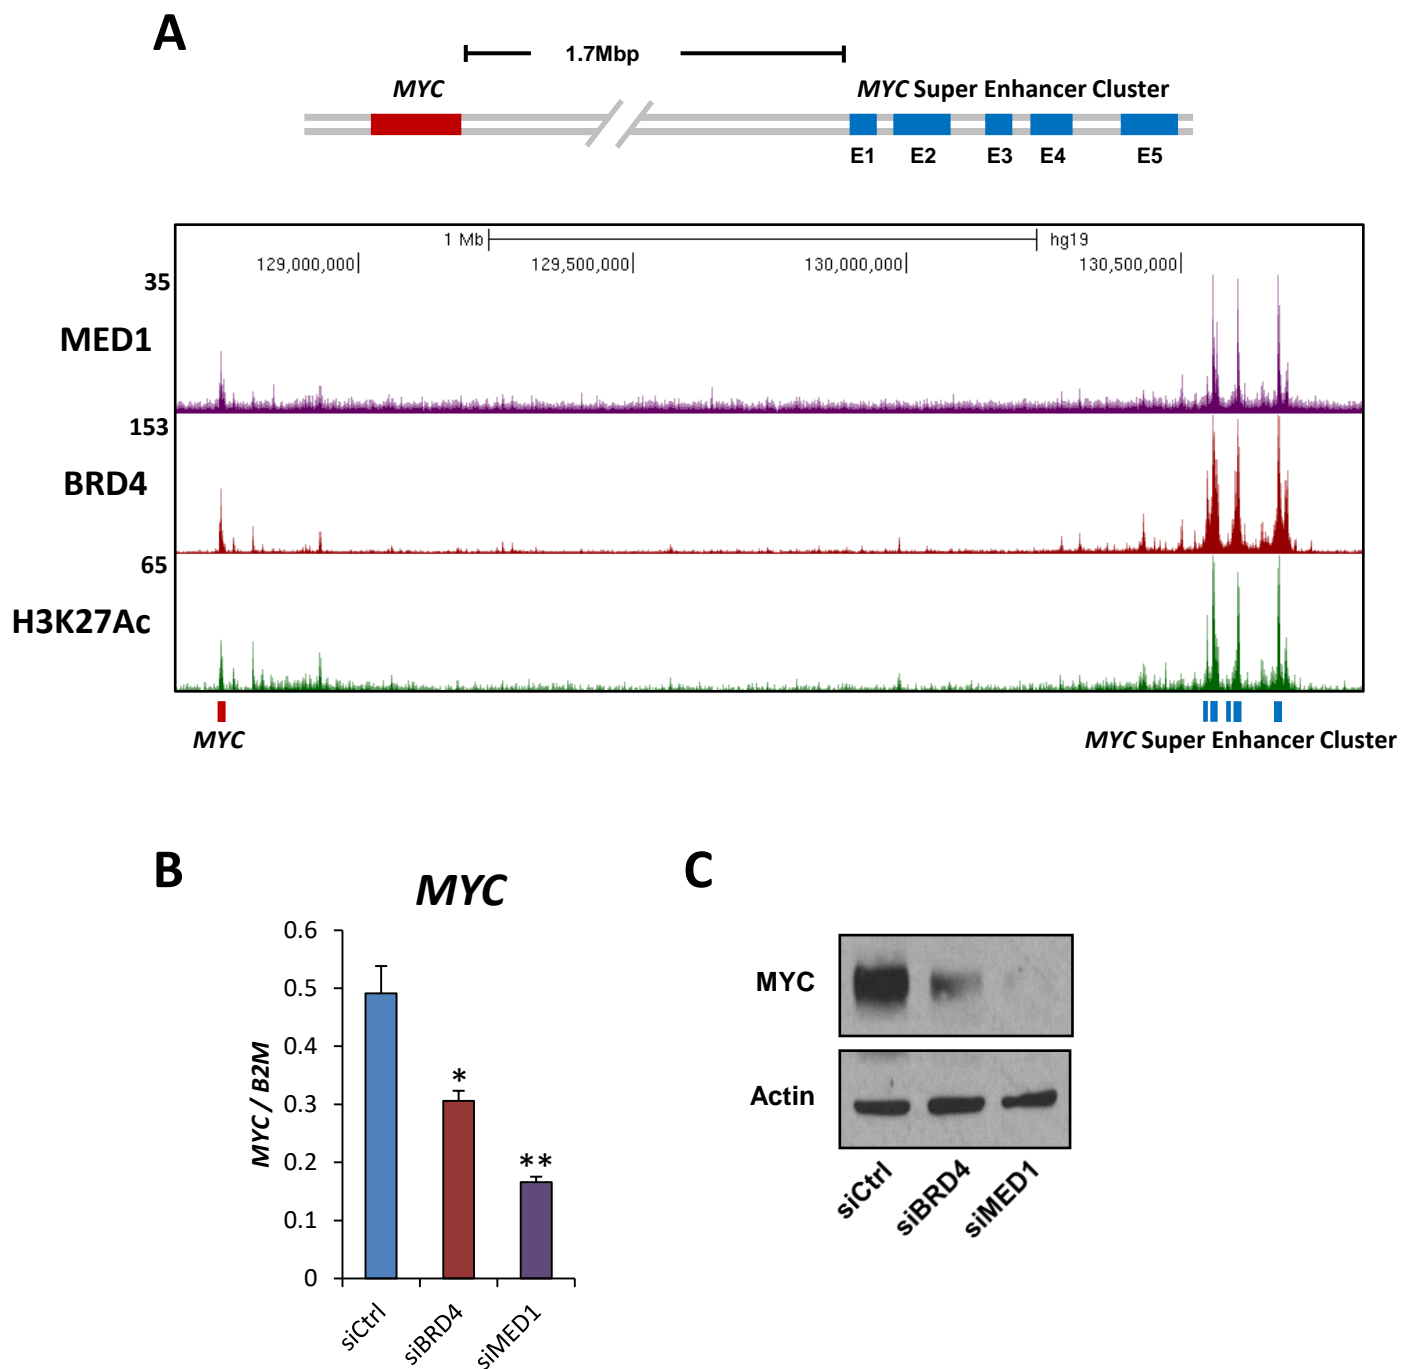

Supplemental Figure 9: BRD4 and Mediator are essential contributors to *MYC* maintenance. (A) UCSC Genome Browser screenshot for ChIP-Seq data in MOLM-14, including MED1, BRD4 and H3K27Ac, comparing enrichment at the *MYC* SE to the *MYC* promoter (Taken from Pelish, et al *Nature* 2015). *MYC* expression was measured in MOLM-14 using (B) RT-qPCR and (C) western blot in MOLM-14 cells 48 hours following siRNA knockdown of BRD4 or MED1 coactivators. ** $p < 0.01$, * $p < 0.05$ compared to non-targeting siRNA controls.

A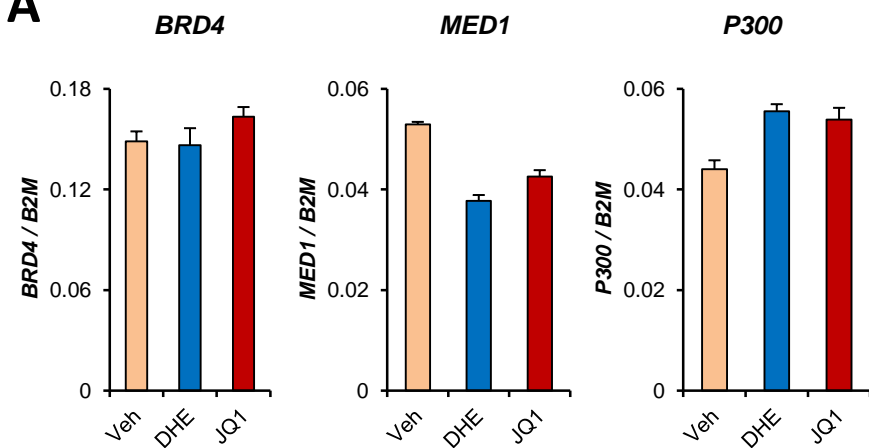**B**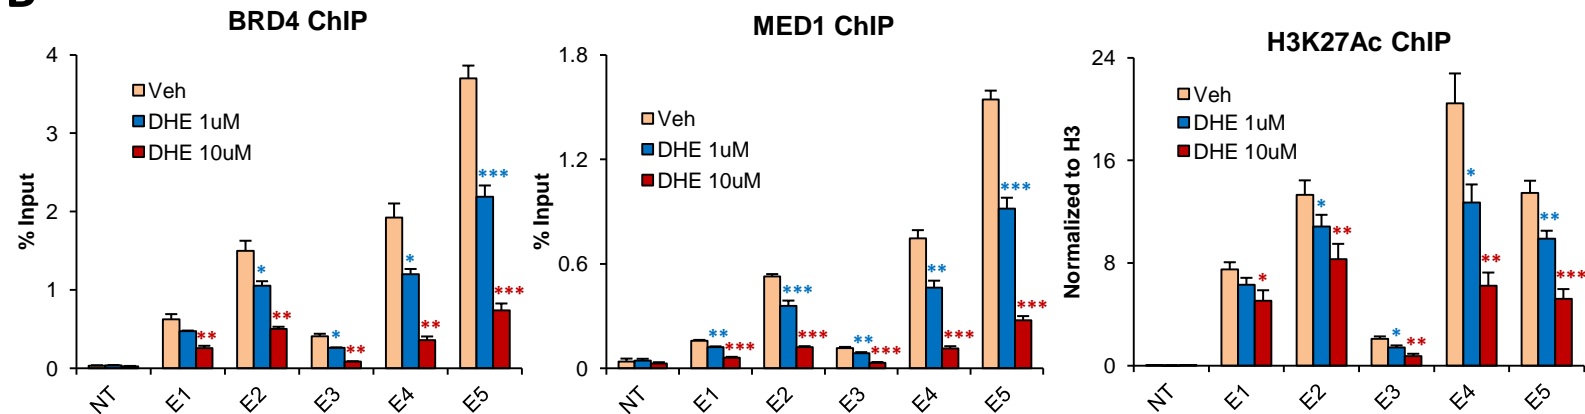

Supplemental Figure 10: DHE and JQ1 have minimal impact on coactivator expression, and DHE is a dose-dependent inhibitor of *MYC* SE activity. (A) RT-qPCR for BRD4, MED1 and p300 in MOLM-14 treated with 10uM DHE or 500nM JQ1 for 6 hours. (B) ChIP-qPCR for BRD4, MED1 and H3K27Ac across the *MYC* SE in MOLM-14 with 4 hour treatment with 1 or 10uM DHE, showing dose-dependent repression. *** $p < 0.001$, ** $p < 0.01$, * $p < 0.05$ compared to vehicle controls.

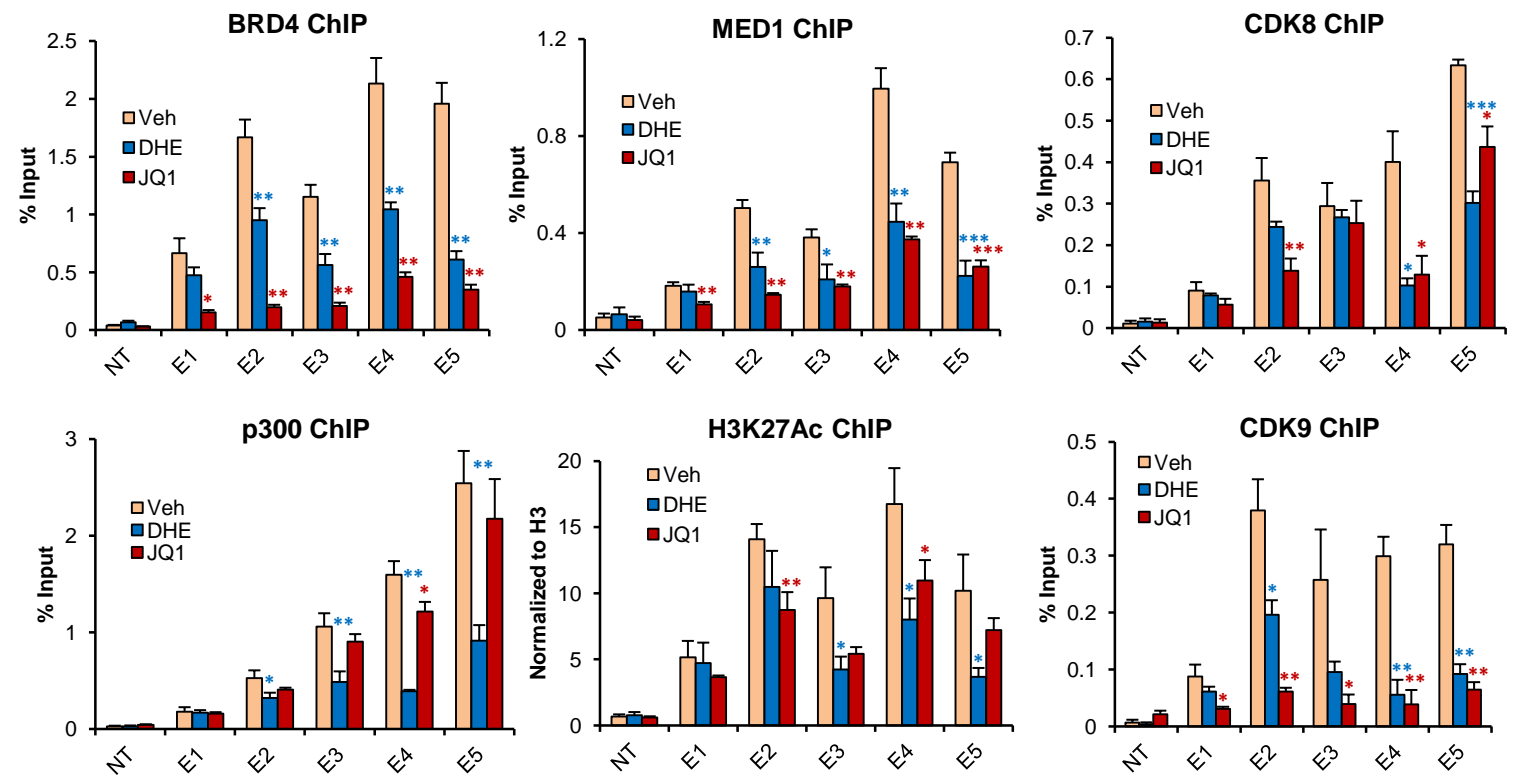

Supplemental Figure 11: DHE and JQ1 suppress the activation status of the *MYC* SE in MV4-11 AML cells. ChIP-qPCR for BRD4, MED1, CDK8, p300, H3K27Ac and CDK9 in MV4-11 cells treated with 10uM DHE or 500nM JQ1, using primers that span the *MYC* SE E1-E5. *** $p < 0.001$, ** $p < 0.01$, * $p < 0.05$ compared to vehicle controls.

A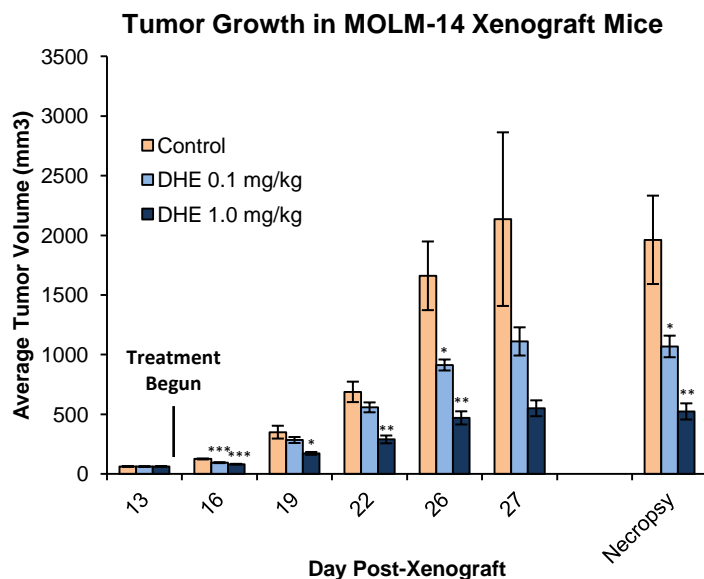**B**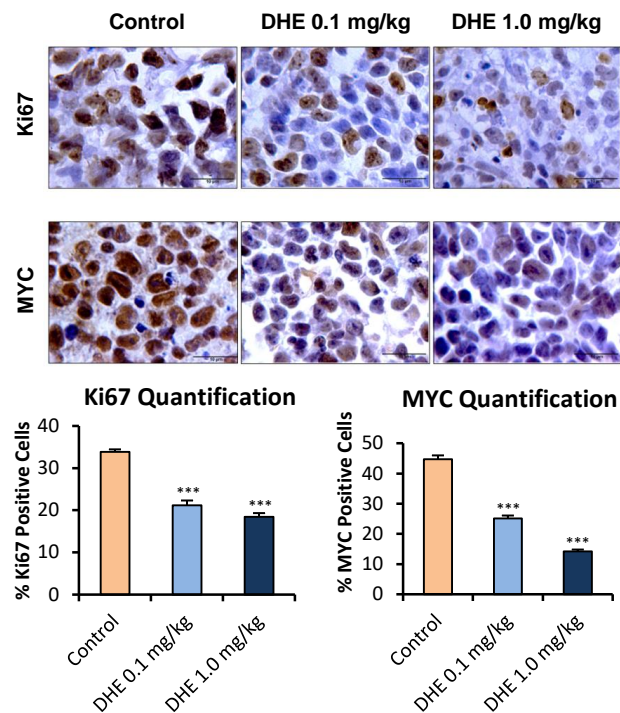

Supplemental Figure 12: DHE inhibits tumor growth and intratumoral *MYC* expression at clinically-relevant doses. (A) 7 week-old NSG mice were subcutaneously transplanted with 1×10^7 MOLM-14 cells, and monitored until average tumor volume reached 60 mm^3 , at which point intraperitoneal injections of 1.0 or 0.1 mg/kg DHE were administered twice daily. Average tumor volume is indicated. (B) Histological staining and quantification of proliferative marker Ki67, and *MYC* in MOLM-14 xenograft tumor tissues. *** $p < 0.001$, ** $p < 0.01$, * $p < 0.05$ compared to vehicle controls.

Full Western Blotting Images

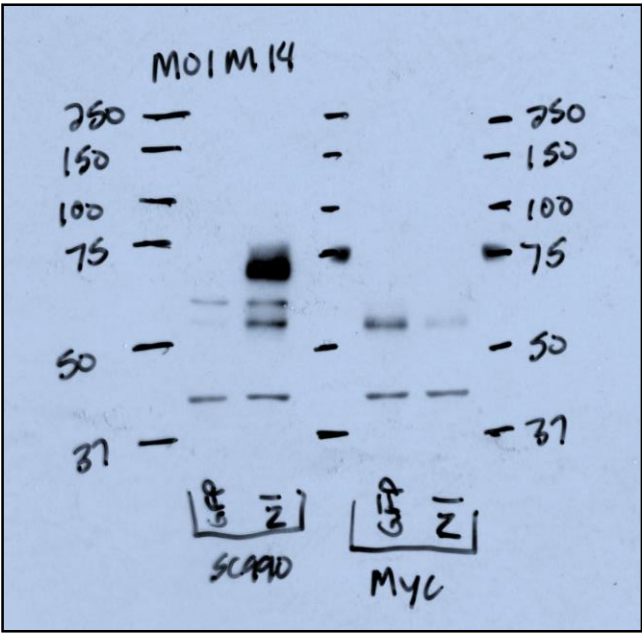

SUPPLEMENTAL FIGURE 7A

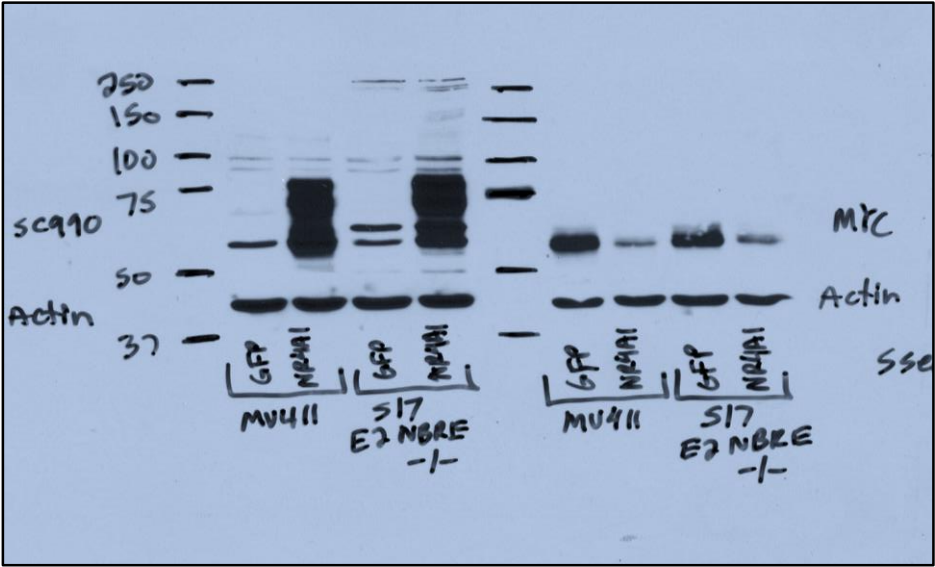

SUPPLEMENTAL FIGURE 7B

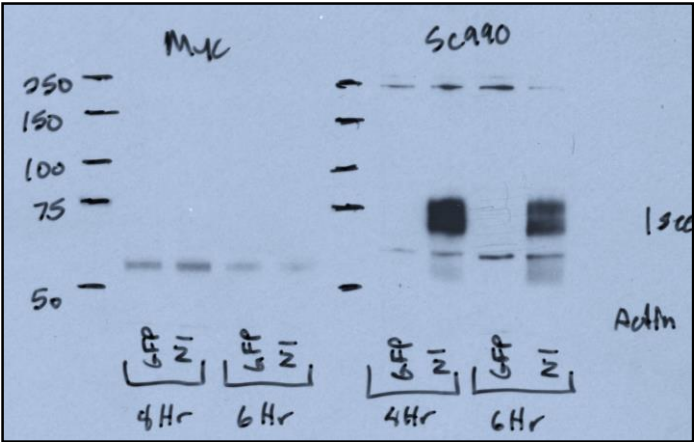

SUPPLEMENTAL FIGURE 8B (NR4A exposure)

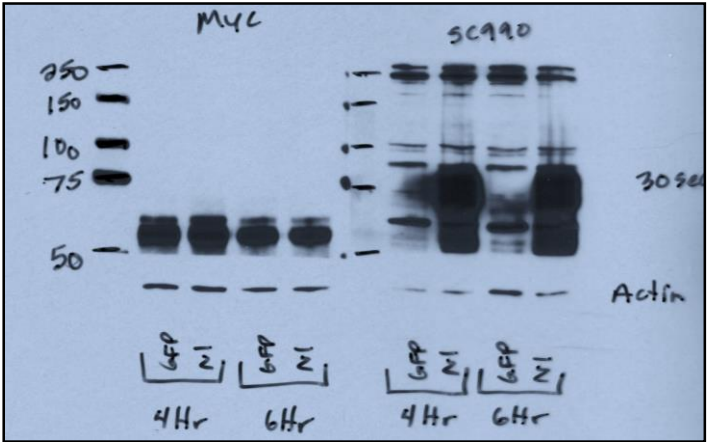

SUPPLEMENTAL FIGURE 8B (Actin exposure)

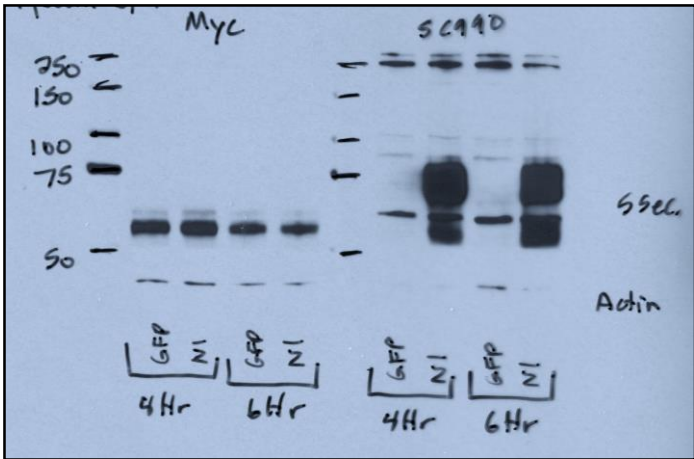

SUPPLEMENTAL FIGURE 8B (MYC exposure)

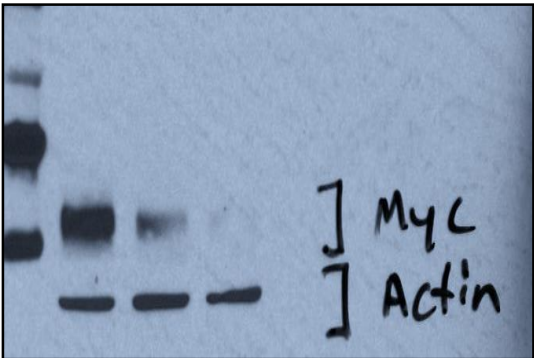

SUPPLEMENTAL FIGURE 9C

SUPPLEMENTAL TABLES FOR METHODS

Supplemental Resource Table:

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**ANTIBODIES**		
c-MYC	Cell Signaling	Cat# D84C12; RRID: AB_1903938
NR4A	Santa Cruz Biotechnology	Cat# sc-990; RRID: AB_2298676
CDK9	Santa Cruz Biotechnology	Cat# H-169; RRID: AB_2260303
CDK8	Bethyl Laboratories	Cat# A302-500A; RRID: AB_1966093
MED1 (CRSP1/TRAP220)	Bethyl Laboratories	Cat# A300-793A; RRID: AB_577241
P300	Bethyl Laboratories	Cat# A300-358A; RRID: AB_185565
BRD4	Bethyl Laboratories	Cat# A301-985A50; RRID: AB_2631449
RNA Pol II CTD	Abcam	Cat# ab26721; RRID: AB_777726
Pol II Phospho Serine 2	Abcam	Cat# ab5095; RRID: AB_304749
Pol II Phospho Serine 5	Abcam	Cat# ab5131; RRID: AB_449369
Histone H3	Abcam	Cat# ab1791; RRID: AB_302613
Histone H3K27Ac	Abcam	Cat # ab4729; RRID: AB_2118291
Histone H3K36me3	Abcam	Cat# ab9050; RRID: AB_306966
Ki67	Abcam	Cat# ab15580; RRID: AB_443209
Biotin-SP-AffiniPure Goat Anti-Rabbit IgG	Jackson Immuno Research Labs	Cat# 111-065-144; RRID: AB_2337965
**BACTERIAL AND VIRUS STRAINS**		
NEB Stable Competent E. Coli	New England Biolabs	Cat# C3040I
**CHEMICALS, PEPTIDES, AND RECOMBINANT PROTEINS**		
Dihydroergotamine Mesylate	R&D Systems	Cat# 0475
(+)- JQ1	Cayman Chemical	Cat#11187
Puromycin Dihydrochloride	Sigma Aldrich	Cat# P8833
Doxycycline hyclate	Sigma Aldrich	Cat# 1226003
37% Formaldehyde	Sigma Aldrich	Cat# F1635
Halt Phosphatase Inhibitor Cocktail (100X)	Thermo Fischer Scientific	Cat# 78426
Halt Protease Inhibitor Cocktail (100X)	Thermo Fischer Scientific	Cat# 78438

One Taq Hot Start DNA Polymerase	New England Biolabs	Cat# M0481L
T4 DNA Ligase	New England Biolabs	Cat# M0202S
Bgl II	New England Biolabs	Cat# R0144
XbaI	New England Biolabs	Cat# R0145
BsmBI	New England Biolabs	Cat# R0580
RNase A	Thermo Fisher	Cat# EN0531
Proteinase K	Sigma Aldrich	Cat# 3115887001
NEBuffer 3.1	New England Biolabs	Cat# B7203
T4 DNA Ligation Buffer	New England Biolabs	Cat# B0202
**CRITICAL COMMERCIAL ASSAYS**		
QIAquick PCR Purification Kit	Qiagen	Cat# 28106
QiaShredder	Qiagen	Cat# 79656
RNeasy Mini Kit	Qiagen	Cat# 74106
EndoFree Pasmid Maxi Kit	Qiagen	Cat# 12362
High-Capacity cDNA Reverse Transcription Kit with RNase Inhibitor	Applied Biosystems	Cat# 4374966
mMESSAGE mACHINE T7 Kit	Applied Biosystems	Cat# AM1344M
Poly(A) Tailing Kit	Applied Biosystems	Cat# AM1350
MEGA Clearance Kit	Applied Biosystems	Cat# AM1908
POWERUP SYBR Green Master Mix	Fisher Scientific	Cat# A25777
Taqman Universal Master Mix	Fisher Scientific	Cat# 4364340
Taqman Gene Expression Assay (B2M)	Thermo Fisher Scientific	Cat# Hs00984230_m1
Taqman Gene Expression Assay (NR4A1)	Thermo Fisher Scientific	Cat# Hs00374230_m1
Taqman Gene Expression Assay (NR4A3)	Thermo Fisher Scientific	Cat# Hs00545007_m1
Taqman Gene Expression Assay (MYC)	Thermo Fisher Scientific	Cat# Hs00153408_m1
Taqman Gene Expression Assay (BRD4)	Thermo Fisher Scientific	Cat# Hs04188087_m1
Taqman Gene Expression Assay (MED1)	Thermo Fisher Scientific	Cat# Hs01062349_m1
ThruPLEX DNA-Seq 6S (12) Kit	Takara Bio Inc	Cat# R400523
On-TARGETplus SMARTpool BRD4 siRNA	Dharmacon	Cat# M-004937-02
On-TARGETplus SMARTpool MED1 siRNA	Dharmacon	Cat# M-004126-04
MISSION siRNA Universal Negative Control #1	Sigma	Cat# SIC001
iMfectin Poly DNA Transfection Reagent	GenDEPOT	Cat# I7200
KAPA Library Quantification Kit	KAPA Biosystems	Cat# KK4824
**DEPOSITED DATA**		
RNA-Seq Data	NCI Geo Database	Accession# GSE124963
ChIP-Seq Data	NCI Geo Database	Accession# GSE124963
**EXPERIMENTAL MODELS: CELL LINES**		
MOLM-14	DSMZ	DSMZ ACC-777;<br>RRID:CVCL_7916

MV4-11	ATCC	ATCC CRL-9591;<br>RRID:CVCL_0064
K562	ATCC	ATCC CCL-243;<br>RRID:CVCL_0004
Kasumi-1	ATCC	ATCC CRL-2724;<br>RRID:CVCL_0589
**EXPERIMENTAL MODELS: ORGANISMS/STRAINS**		
NOD.Cg- <i>Prkdc</i> ^{scid} <i>Il2rg</i> ^{tm1Wjl} /SzJ (NSG) mice	The Jackson Lab	Cat# 005557
**OLIGONUCLEOTIDES**		
Please See Supplemental Tables		
**RECOMBINANT DNA**		
BAC Clone RP11-770K21	BAC PAC Resources	RP11-770K21
BAC Clone CTD-2034C18	BAC PAC Resources	CTD-2034C18
pInducer20	Addgene	Cat# 44012
pLV hU6-sgRNA hUbC-dCas9-KRAB-T2a-Puro	Addgene	Cat# 71236
**OTHER**		
Dynabeads Protein G for Immunoprecipitation	Thermo Fischer	Cat# 10003D
Electroporation Cuvette 0.4cm	USA Scientific	Cat# 9104-6050
AMPure XP for PCR Purification	Beckman Coulter	Cat# A63880

Supplemental Table: ChIP-qPCR Primer Sequences

Primer Name	Forward/Reverse	Primer Sequence (5'-3')
Non-Transcribed (NT)	Fwd	AACCTCACTTTCATTGTTACTAGCCATA
	Rev	CGCTCAAGGATGTCAGTAGCAT
E1	Fwd	CGCTGACTATTGCCCAAATTA
	Rev	CTGCCTGTCCGCTGATGTC
E2	Fwd	GAGCTTGCCCTTTATCTTGTGAA
	Rev	GCCCCTGCTCAGACCATATT
E2 (For Histone ChIPs)	Fwd	CTAAGGAGCTTGCCCTTTATCT
	Rev	CCCTGCTCAGACCATATTCG
E3	Fwd	GAGCTAGTGGATGGGAAACCAA
	Rev	AGATCCAGCCTCGCAGCTT
E4	Fwd	TTCCAGGCCCTTACTGA
	Rev	CAGAGGTCACCAGACAGAAGTGTAG
E5	Fwd	CAGAAATGCTGTCAGGCACATAG
	Rev	TGGAGAAATGGCCGGAAAG
E5 (For Histone ChIPs)	Fwd	CCTTTCTGAACTGCGTCTCTAA
	Rev	GAGGCACTTTGCTTCCATTATC
MYC -1800	Fwd	GGCCTGGAGGCAGGAGTAA
	Rev	AAATCCGATGCACTGCACAA

MYC -1150	Fwd	AGGACCTGGAAAGGAATTAAACG
	Rev	GGGCAAGTGGAGAGCTTGTG
MYC -100	Fwd	CCCGGGTTCCCAAAGC
	Rev	CCAGACCCTCGCATTATAAAGG
MYC TSS	Fwd	GCTTGGCGGGAAAAAGAAC
	Rev	CCCGAAAACCGGCTTTTATAC
MYC +450	Fwd	GAGGCTATTCTGCCCATTTGG
	Rev	GCTGCAAGGAGAGCCTTTCA
MYC +2457	Fwd	GAGGAGACATGGTGAACCAGAGT
	Rev	AGTCCTGGATGATGATGTTTTTGA
MYC +4815	Fwd	CGTCCAAGCAGAGGAGCAA
	Rev	TCGTCTGTTCCGCAACAA

Supplemental Table: CRISPR Interference Oligos

Region	Sense/Antisense	Oligos (5'-3')
Non-Targeting (NT)<br>GCCACACCGTTCCGTATACA	Sense<br>Antisense	CACCGGCCACACCGTTCCGTATACA<br>AAACTGTATACGGAACGGTGTGGCC
E5<br>CATCTCTGTGGCTTAGACGT	Sense<br>Antisense	CACCGCATCTCTGTGGCTTAGACGT<br>AAACACGTCTAAGCCACAGAGATGC

Supplemental Table: 3C Chromatin Looping qPCR Primer Sequences

Region	Outer/Inner	Oligos (5'-3')
MYC	Outer	GATTCTGGGAAATCAGCCTACAAG
	Inner	CACGTGCCAGGTAAATTTCTTCAC
E1	Outer	GCCAAAGACTACTTAGCTGCAGAAT
	Inner	CCACAAGATTCTCAGCTTCTTGAGG
E2	Outer	AGCTCAGTGAAGTAGCTCAATGATG
	Inner	CTGAGATGAGGCTGAGGTTATCTCA
E3	Outer	ACCACTCTTTAGGACCTGGACATAC
	Inner	ACCACTCTTTAGGACCTGGACATAC
E4	Outer	CTGGCCTTGGGAGGAACAAGTCTG
	Inner	GAATTGCTCCTTCGCTTACACAATC
E5	Outer	AGCATTTACAAAGTCTACAAATGGC
	Inner	CCTGATGGGAGATCATTCAATCATG
Negative Control	Outer	ACTCTACCAAACTCCAGGAGG
	Inner	GATCAGCATTGGAGGTGTGAG
Digestion Control	Fwd	AGCCCCTGGTGCTCCATGAGGAG
	Rev	ACCTAAATGAAATTCCTGAGGGGTG

Supplemental Table: Enhancer RNA qPCR Primer Sequences

Region	Forward/Reverse	Oligos (5'-3')
β-Actin	Fwd	CCAACCGCGAGAAGATGA
	Rev	CCAGAGGCGTACAGGGATAG
E1	Fwd	ATATCAGAGGAGCCACCTTCTC
	Rev	AGAAACACGGACATTGCAAGAGT
E2	Fwd	ATACCTTCAGGAAGCTCCCAGTT
	Rev	CCAAGGTAGAATGAAGTGCTCCC
E3	Fwd	TGGAGGGACACAGAGTAAACCAT
	Rev	CTATCCCTCTGTCCCTGCTCTAC
E4	Fwd	TAGAGATCTCTACCATGCCCAGC
	Rev	GAGGCAAACACGTATGACAGACA
E5	Fwd	AGTTAGAGACCAGCCTGGCTAAT
	Rev	CCTCCTCAGTAGCTGGGATAACA
MYC	Fwd	CCTGGGTCTCTAGAGGTGTTAGG
	Rev	TCCAAGTCAACGATTCCAGGAGA

How the deposited data were processed for this re-analysis (not part of the article)

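RNA from MOLM-14 cells was measured in 8 libraries: 2 each from cells electroporated with GFP or NR4A1 RNA and from cells treated with vehicle or DHE, all at 6 h. The study also made ChIP-seq libraries (MED1, NR4A and input), which were not analysed here. The authors trimmed paired-end, strand-marked reads with Trim Galore and quantified them with Salmon 0.11.0 against human Gencode transcripts, and deposited TPM, which sum to an equal total in each library and are not scaled between libraries. The log2 fold changes (treated over control), p-values and adjusted p-values deposited beside the TPM were made by the authors with DESeq2, whose design is not stated. They are quoted only where the text names them as the authors' or the paper's values. All other log2 fold changes come from the limma fit described below. Where a gene symbol stood more than once in the table, the entry with the highest mean kept the symbol and the others were tested under their own names; 1449 entries repeat a symbol.

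TPM hold no read counts, so the depth of each library and the counting error are unknown, and precision was taken from the 2 libraries of each group. Each value is a share of the RNA of its library. Each library was divided by its median of ratios to the geometric mean of the libraries over genes with at least 1 TPM in every library. Genes with at least 1 TPM in at least 2 libraries were kept, which left 14367, and log2 of scaled TPM plus 0.5 was fitted with limma 3.58.1 under R 4.3.3, with a mean for each of the 4 groups and an intensity trend in the variance (4 residual and 2.07 prior degrees of freedom). The comparisons were NR4A1 with GFP RNA, DHE with vehicle, GFP RNA with vehicle, and the DHE effect minus the NR4A1 effect. A call needed a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 1.5-fold. For the last comparison only the adjusted p was used, except in the count of MYC targets, which kept both limits. Overlap was tested with two-sided Fisher's exact tests per direction. On simulated data, the steps made 1 call among the genes left unchanged between NR4A1 and GFP libraries, and 2 between DHE and vehicle libraries. The simulation gave each gene the same spread in every library, with independent noise. In the real data the GFP and DHE replicates lie further apart than the others, and GFP replicate 1 and DHE replicate 2 deviate in the same genes. The simulated figures therefore do not give the error rate in these data.

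Gene lists were fixed before the deposited data were examined, but after values in Supplemental Table 1, from the same libraries, had been seen. They were written from general knowledge, with exceptions. The super enhancer oncogenes are the genes of Fig. 1K of the paper. Some ribosomal RNA related transcripts were listed after Supplemental Table 1 had shown them much higher in GFP replicate 1. They were tested with camera in limma at its preset correlation of 0.01, and also with a correlation estimated from the residuals and with fry. The 31 lists were MYC targets, RNA polymerase I and III, cytosolic ribosomal proteins, the super enhancer oncogenes of the paper, the MLL leukaemia program, monocyte and macrophage differentiation, granulocyte precursors, immediate early genes, the NR4A family, cAMP and CREB targets, NF-kB and inflammatory cytokines, the interferon response, the integrated stress response, endoplasmic reticulum chaperones (with genes of transport and degradation there and their regulator XBP1), heat shock proteins, cholesterol synthesis, fatty acid synthesis, lysosome, glycolysis, DNA replication and S phase, G2 and mitosis, CDK inhibitors and cyclins D, p53 targets, the BCL2 family, Mediator and enhancer coactivators, replication dependent histones, mitochondrially encoded genes, ribosomal RNA related transcripts, T and B lymphocyte markers, erythroid and megakaryocyte markers, and epithelial and fibroblast markers. Of their 776 symbols, 762 were matched to the table, and the 28 lists with at least 3 tested genes were tested; of the 3 genes of the NR4A family, NR4A1 alone was tested.

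Genes named in the text were chosen by a rule: every gene the paper names; the 8 largest rises and 8 largest falls among called genes with a mean of at least 5 scaled TPM in each of the 2 treatments; the 6 genes called in both treatments with the largest smaller change in the same direction, and the 6 in opposite directions; and up to 3 called members of each list with the smallest p. Values in Supplemental Table 1 had been seen when the rule was written. Alternatives tried were other scalings between libraries, pseudocounts of 0.1 and 1, no filter or a filter of 5 TPM, only the 4 libraries compared, a replicate block, array quality weights, robust empirical Bayes, other thresholds, the authors' p-values over the genes tested, and leaving out each library in turn.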

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

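None of the tests of an explanation in this part was chosen after its result was seen.

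Limma's test of the DHE effect minus the NR4A1 effect passed an adjusted p of 0.05 for 2716 genes, so the 2 treatments differed there by the test of the difference itself. That count depends on the scaling: it was 919 with no rescaling and 982 with the ribosomal RNA related transcripts left out. For MYC the difference was a log2 value of -2.40, and for BIK -1.84. Among gene lists, camera gave the difference adjusted p = 1.8e-21 for the MYC targets (lower with DHE), adjusted p = 5.0e-06 for genes of protein folding, transport and degradation in the endoplasmic reticulum (lower with DHE) and adjusted p = 0.0012 for the interferon response (higher with DHE); with an estimated correlation the adjusted p was 0.14 for each of these 3.

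Genes of G2 and mitosis were higher with DHE than with vehicle (camera adjusted p = 1.7e-10, and adjusted p = 0.11 with an estimated correlation), as were genes of cholesterol synthesis (camera adjusted p = 5.4e-04, and adjusted p = 0.24 with an estimated correlation), and the paper discusses neither group.

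Between cells given GFP RNA and vehicle cells, a comparison of the 2 control groups that the paper does not make, limma called 2 genes and camera passed 21 of 28 lists. With an estimated correlation 2 lists passed, the interferon response (adjusted p = 0.020) and the integrated stress response (adjusted p = 0.033, camera adjusted p = 1.4e-08), both higher with GFP RNA. Cholesterol synthesis (camera adjusted p = 1.3e-12, and adjusted p = 0.10 with an estimated correlation) and the ribosomal proteins (camera adjusted p = 8.2e-13, and adjusted p = 0.33 with an estimated correlation) were among the lists lower by camera.

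Interferon response genes were higher in cells given GFP RNA than in vehicle cells as a list, with 1 of the 28, IRF9, called by limma: 28 of 28 genes had a log2 difference above 0, with a median of 0.55, and both GFP libraries lay above both vehicle libraries for 22 genes, where chance gives 1 in 6. IRF9 stood at 13.7 and 15.3 scaled TPM with GFP RNA, 14.7 and 14.7 with NR4A1 RNA and 3.88 and 3.12 with vehicle. The list kept its direction without GFP replicate 1 (camera adjusted p = 2.7e-16), which argues against that library alone. It was also higher in cells given NR4A1 RNA than in vehicle cells (median 0.48), but the 2 comparisons share the vehicle libraries, so this does not decide for electroporation with RNA. Electroporation, the handling of that experiment and the vehicle libraries themselves cannot be told apart, since no experiment holds cells with and without electroporation.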

How the results depend on the processing

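The choices below were made before the deposited data were examined, except where stated. No named called gene, and no list that passed camera in the main fit, reversed direction. With DHE the mitochondrial list, which did not pass, turned from a median of 0.39 to -0.17 without GFP replicate 1 and DHE replicate 2. That pair was chosen after seeing the data. Of calls with NR4A1 RNA, the share higher went from 53.9% to 42.7% with ribosomal RNA related transcripts left out of the scaling. With DHE it went from 47.2% to 56.2% with upper quartile scaling. No rescaling kept both majorities. The count of genes called with NR4A1 RNA (705) was 454 with no rescaling, 412 with ribosomal RNA related transcripts left out of the scaling, 148 with only the 4 libraries compared, 267 at adjusted p under 0.01, 1264 with no fold limit and 1224 with the authors' p-values. Genes called in both (358) were 222, 231, 58, 141, 837 and 573 in the same order. The DHE count (2760) moved by more than 1.5 times only with no fold limit, to 5004. Genes whose effects differed (2716) were 919 with no rescaling and 982 with the ribosomal RNA related transcripts left out. Genes called between GFP RNA and vehicle (2) were 37 with pseudocount 0.1, 32 with no filter, 0 with 4 libraries, 0 with array quality weights and 4 with robust empirical Bayes. Super enhancer genes lower in both (4) were 2 with no rescaling and 1 with 4 libraries, where no difference between effects could be fitted. MYC ranked 4 among falls with DHE with the ribosomal RNA related transcripts left out.

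With a replicate block, counts were 197 with NR4A1 RNA, 115 in both, 730 for the difference, 0 between GFP RNA and vehicle, and 2 super enhancer genes, without BCL2 (adjusted p = 0.058) and IRF8 (adjusted p = 0.061). Replicate numbers do not appear to pair samples: the deviations of GFP and NR4A1 libraries within a replicate number correlated at -0.010, and those of vehicle and DHE at 0.025. With an estimated correlation, 0 of 12 gene lists passed with NR4A1 RNA and 0 of 15 with DHE. This loss cannot be put down to correlation among list members alone, since that setting also has fewer degrees of freedom. The super enhancer list had an estimated correlation of -0.060, below the preset 0.01. Its unadjusted camera p with NR4A1 RNA still rose from 5.4e-07 to 0.0066. With fry, 12 of 28 lists passed with NR4A1 RNA and 17 with DHE, not all of them lists that passed camera. The MYC targets were among them (fry adjusted p = 0.0092 with NR4A1 RNA and 3.2e-05 with DHE).

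Leaving out 1 library at a time, and assuming that a lone library varies like the others, gave 93 to 1498 genes with NR4A1 RNA, 54 to 565 in both, 0 to 489 between GFP RNA and vehicle, 422 to 4248 for the difference, 2 to 5 super enhancer genes, a MYC rank of 1 each time and a correlation of fold changes between 0.0461 and 0.205. Leaving out GFP replicate 1 and DHE replicate 2 together, chosen after seeing the data, gave a correlation of 0.238, 0 genes between GFP RNA and vehicle and a MYC rank of 2. The cause of these shifts was not tested. Depth is unknown, so no limit of detection from counting can be given.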

Differences from the paper's values

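Counts below use a 1.5-fold change and an adjusted p under 0.05. The paper states p under 0.05. The same limits on the authors' deposited adjusted p give 1344 genes with NR4A1 RNA and 630 in both, so its counts appear to use the adjusted p too. Of the 705 genes called with NR4A1 RNA here, 611 (86.7%) are also called in the authors' values, in the same direction. The paper gives 1343 genes regulated by NR4A1, and 705 were called here; its supplementary table holds 714 higher and 630 lower, against 380 and 325 here. For genes regulated by both treatments the paper gives 630, against 358 here, and its supplementary table holds 538 in the same direction and 92 in opposite directions, against 328 and 30. For each of these 6 counts, 3 of 22 alternatives set before the data were examined fall within 1.5 times of the paper's value: without GFP replicate 2, no fold limit, and the authors' p-values over the genes tested. The other 19 do not.

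The log2 fold change of NR4A1 itself with NR4A1 RNA is 8.07 in the paper's supplementary table and 7.75 here, and 0 of 19 alternatives come within the larger error. MYC with NR4A1 RNA is -0.84 in the paper and -0.92 here; 4 of 19 alternatives come within the error (no rescaling, upper quartile, without GFP replicate 1, without NR4A1 replicate 1) and 15 do not. MYC with DHE is -3.47 in the paper and -3.32 here, and BCL2 with DHE is -2.42 in the paper and -2.18 here, with 0 of 19 alternatives within the error for either. P2RY2 with DHE is -1.65 in the paper and -1.50 here; pseudocount 0.1 and the fit without DHE replicate 2 come within the error and 17 do not.

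The paper states that the super enhancer genes of Fig. 1K were repressed by both treatments. All 8 had a negative log2 fold change in each here, and MYC, BCL2, IRF8 and P2RY2 were called in both. With NR4A1 RNA, limma did not call MYB (-0.54, adjusted p = 0.0081, under 1.5-fold), MEF2D (-0.71, adjusted p = 0.13), CDK6 (-0.21, adjusted p = 0.085) or ETV6 (-0.22, adjusted p = 0.43). MYB was called with the ribosomal RNA related transcripts left out of the scaling and without GFP replicate 1, and MEF2D without GFP replicate 2; no setting run here called CDK6 or ETV6, whose adjusted p in the authors' deposited values, 0.45 and 0.52, also misses the threshold. In those values with NR4A1 RNA, MEF2D (-0.66, adjusted p = 0.0022), MYC, BCL2 and P2RY2 pass both thresholds, and IRF8 (-0.54, adjusted p = 3.9e-04) and MYB (-0.47, adjusted p = 0.0020) change by less than 1.5-fold. With DHE, limma did not call MEF2D (-0.73, adjusted p = 0.066) or ETV6 (-0.39, adjusted p = 0.12). MEF2D was called there with a filter of 5 TPM, with array quality weights, without GFP replicate 1, without GFP replicate 2, and without GFP replicate 1 and DHE replicate 2 together, the last chosen after seeing the values and leaving 1 of the paper's 8 genes, ETV6, not called. In the authors' values with DHE, MEF2D passes (-0.84, adjusted p = 1.6e-05), as do the other genes but ETV6 (-0.51, adjusted p = 0.0023, under 1.5-fold).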

Other observations

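The tests of GC content, of ribosomal RNA related transcripts, of the 2 deviating libraries as the source of the shared response and of NR4A1 mRNA were chosen only after the result was seen. Among the genes the paper names for their enhancers, ATP8B4 rose with DHE (0.81, limma adjusted p = 0.0010) and had a log2 fold change of 0.45 with NR4A1 RNA (limma adjusted p = 0.028), while GRAP had log2 fold changes of -0.31 with NR4A1 RNA and -0.06 with DHE (limma adjusted p = 0.067 and 0.61), and UBAC2 had log2 fold changes of -0.06 with NR4A1 RNA and -0.27 with DHE (limma adjusted p = 0.54 and 0.016). Of the enhancer cofactors, MED1 had log2 fold changes of -0.44 with NR4A1 RNA and -0.02 with DHE (limma adjusted p = 0.12 and 0.95), CDK8 had log2 fold changes of 0.35 with NR4A1 RNA and 0.32 with DHE (limma adjusted p = 0.047 and 0.023), CDK9 had log2 fold changes of 0.05 with NR4A1 RNA and -0.01 with DHE (limma adjusted p = 0.87 and 0.98) and EP300 had log2 fold changes of -0.94 with NR4A1 RNA and 0.94 with DHE (limma adjusted p = 0.17 and 0.11). EP300 stood at 44.2 and 22.2 scaled TPM in the GFP libraries and at 21.6 and 38.9 in the DHE libraries. Its log2 fold change with NR4A1 RNA was -0.46 without GFP replicate 1 and -1.43 without GFP replicate 2. With DHE it was 0.52 without DHE replicate 2, the DHE library with the higher EP300 value, so leaving out DHE replicate 1 would give the larger rise. For genes often used as references, B2M had log2 fold changes of 0.28 with NR4A1 RNA and 0.20 with DHE (limma adjusted p = 0.22 and 0.31), and ACTB had log2 fold changes of -0.25 with NR4A1 RNA and -0.28 with DHE (limma adjusted p = 0.33 and 0.22).

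On the paper's list of NR4A peaks near genes, 305 of the 350 genes called higher here and listed there have a peak (87.1%), as do 220 of the 253 called lower (87.0%). Among genes called in both treatments in the same direction, 249 of 293 have a peak, against 276 of 310 others (Fisher's exact p = 0.15).

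GFP replicate 1 and DHE replicate 2 deviate from their partner libraries in the same genes. Taking out the trend with GC content moved the correlation of the 2 differences from -0.547 to -0.578, which argues against GC content as the whole cause. Leaving out the ribosomal RNA related transcripts moved the ratio of SDs between the GFP and NR4A1 differences from 2.58 to 2.59, but it changes all other genes of a library by 1 factor, so this test cannot decide. A larger share of nuclear RNA stays open: the lower of the 2 medians over 8 nuclear retained RNAs was 0.12, with 0.38 for the other. No biological explanation was tested.

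The responses to NR4A1 RNA and to DHE ran in the same direction in the genes called in both. Over the 328 genes called in the same direction, the GFP and DHE differences (replicate 1 minus 2) correlated at -0.387 (95% limits -0.475 and -0.291), so GFP replicate 1, a control, and DHE replicate 2, a treated library, deviated the same way. This moves the 2 log2 fold changes apart, which argues against those libraries as the source. NR4A1 mRNA had a log2 fold change of 0.036 with DHE (95% limits -0.24 and 0.31), so no rise was seen in these libraries. It stood between 1.27 and 1.70 TPM with vehicle and DHE, near the level at which a gene was tested. With 2 libraries per group, this does not decide for or against such a rise as the source. The paper measured NR4A1 and NR4A3 mRNA by RT-qPCR after 6 h of DHE (Fig. 4A). It also reports that DHE raised NR4A binding at the MYC super enhancer (Fig. 5A). In the authors' deposited DESeq2 values NR4A3 had a log2 fold change of 5.16 with DHE (adjusted p = 1.7e-04), at TPM under the level tested here. NR4A protein and its activity were not measured in the RNA libraries, so an effect of DHE through these stays open and was not tested here.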
